# Arabidopsis aneuploidy-like mutant *flpl1*, possesses enormous variations in multiple phenotypic characteristics

**DOI:** 10.1007/s10265-026-01712-5

**Published:** 2026-05-13

**Authors:** Asanga Deshappriya Nagalla, Kotaro Ishii, Tomonari Hirano, Sumie Ohbu, Yuki Shirakawa, Yusuke Kazama, Tomoko Abe

**Keywords:** Aneuploidy, Chromosome, Heavy-ion beam, Mutation

## Abstract

Heavy-ion beam irradiation is recognized as a powerful mutagenesis technique because it induces high mutation frequencies, causes minimal damage to other traits, and has the potential to produce large DNA-fragmentation mutants. Aneuploid cells may have an additional or fewer number of chromosomes compared to their wild-type. The mutant line of *flower late pltioleless1* (*flpl1*) is an ion beam-generated, *Arabidopsis thaliana* Col-0 based, aneuploid mutant line confirmed by whole genome sequence analysis, DNA quantity measurement using flow cytometry analysis and microscopic observations of an additional chromosome. The mutant shows abnormal leaf shapes, petioleless rosette leaves, elevated trichome bases and later-flowering phenotypes. Segregation analysis confirmed that the amount of additional DNA correlates with the observed phenotype as mutants with intermediate phenotypes possess moderate amounts of additional DNA. A set of candidate causal genes was identified using up and downregulated differentially expressed genes in transcriptome analysis. Gene ontology analysis further supports the mutant’s phenotypic characteristics and provides insights into its functional priorities, including the promotion of cellular structure and energy production. Meanwhile, the downregulation of senescence-related gene ontology terms validates its extended vegetative phase. The whole genome sequence-based chromosome rearrangement prediction and sequence coverage map analysis established the expected chromosomal model for *flpl1*. Ion beam mutagenesis generates aneuploidy and segmental aneuploidy mutants that may possess fused DNA-fragmented chromosomes.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s10265-026-01712-5.

## Introduction

Mutations, the changes in the DNA sequence, are essential for genetic diversity, which may ultimately lay the foundation for natural selection. Mutations can arise from various sources, including natural processes, environmental factors, and human-induced methods such as chemical mutagenesis, e.g., Ethyl Methane Sulfonate (EMS) and radiation. γ-rays, X-rays and heavy-ion beams are the common sources of radiation mutagens. The heavy-ion irradiation causes dense ionization along the particle path, resulting in various degrees of DNA damage, and is recognized as an effective mutagenic tool for biological studies and product developments including plants and microbes (Hirano et al. 2013; Ichida et al. 2008; Ishii et al. 2024; Kanaya et al. 2008; Katano et al. 2016; Kazama et al. 2013a, 2016; Ma et al. 2013; Maeda et al. 2014; Nhat et al. 2021; Sasaki et al. 2012; Satoh and Oono 2019; Wang et al. 2013; Yamaguchi 2018; Yasui et al. 2012). In addition, heavy-ion irradiation possibly induces a wide range of mutations, including single nucleotide variants (SNVs), deletions and chromosomal level re-arrangements (Hirano et al. 2015; Kazama et al. 2012, 2017; Naito et al. 2005). The linear energy transfer (LET) of the heavy-ions is a crucial factor in determining the type and size of the mutation induced. The LETs available for biological experiments at the RI Beam Factory (RIBF) in RIKEN range from approximately 22.5–4,000 keV µm^−1^ (Ryuto et al. 2008). Higher-LET radiation deposits a high amount of energy that can damage the high-order structure of chromatin. It includes double-strand breaks (DSBs) that often cause errors in repairing (Hirano et al. 2012, 2013). Interestingly, the high LET can induce rare types and different sizes of mutations including large deletions, inversions, duplications and complex chromosomal rearrangements (Abe et al. 2021, 2025; Hase et al. 2017; Hirano et al. 2012, 2015; Ikoma et al. 2025; Kazama et al. 2011, 2013b, 2017; Morita et al. 2021; Oono et al. 2020; Sanjaya et al. 2021). It’s challenging to achieve these varieties of mutations with chemical mutagenesis agents such as EMS or colchicine.

Duplications and chromosomal rearrangements are types of chromosomal abnormalities that arise due to DSB followed by imprecise repair mechanisms. Ar-ion irradiation with 290 keVμm^−1^ was reported to induce a higher frequency of chromosomal-level rearrangements compared to other types of ion irradiation such as C-ions with 30 keVμm^−1^ (Hirano et al. 2012; Kazama et al. 2017). Mutant lines of Ar-365-as1 and Ar-443-as1 in the *Arabidopsis thaliana* (L.) Heynh. background were produced by Ar-ion irradiation, confirmed to have a 57.1 kbp duplicated region in Chr. 4 and a 2.26 Mbp, 318.1 kbp duplicated region in Chr 2, respectively (Hirano et al. 2015). Alone with duplications, Ar-57-al1, Ar-365-as1, and Ar-443-as1 mutants revealed a total of 22 DNA fragments that have contributed to complex chromosomal rearrangements. In addition to the Ar-ions, C-ions can also induce chromosomal rearrangements, even though their frequency is relatively low, at 10.2 for Ar-ions and 2.3 for C-ions rearrangements per mutant genome, respectively. The C-ion irradiated mutant lines C30-1-as1, C30-95-as1, and C30-108-as3 are reported to possess 5,4 and 3 rearrangement events, respectively (Kazama et al. 2017). Furthermore, multiple rearrangements occurred in localized regions of the chromosomes, indicating the heavy-ion beam can induce clustered DNA damage (Hirano et al. 2015). In addition to *A. thaliana*, a duplication event spanning about 2.5 kbp was reported in the rice Ne_50 mutant line induced by Ne ion irradiation with 31 keV μm^−1^ (Zheng et al. 2021).

DNA duplications and complex chromosome rearrangements may lead to serious chromosome abnormalities, including the existence of additional chromosomes, known as aneuploidy. The most common form of aneuploidy in humans is Down syndrome, which is caused by trisomy of Chr. 21 in patients, where it’s diploid in nature. Down syndrome patients show a set of unique types of characteristics, yet they depend on the genomic and environmental variabilities (Antonarakis et al. 2004). Even though there are several genes on Chr. 21 confirmed to be causal for Down syndrome, the complexity of gene dosage effects occurred not only due to the expression of genes on Chr. 21, but also global gene expression patterns across the genome (Letourneau et al. 2014). On the other hand, plants have proven to be more tolerant of aneuploidy mutations. All five possible trisomics of *A. thaliana* mutants are viable and have unique phenotypes (Rédei et al. 1992) and a highly heterogeneous aneuploidy population consisting of 25 different karyotypes has been previously reported (Henry et al. 2010). Those aneuploidy mutants exhibit a few key phenotypic characteristic differences compared to their euploid counterparts, yet the degree of severity of each phenotype is variable (Henry et al. 2010; Ramsey and Schemske 1998). However, an aneuploid *A. thaliana* mutant derived from heavy-ion beam irradiation may not be a classical one (mutants derived from chromosome doubling agents such as Colchicine) because the responsible chromosome would be a product of duplications, complex chromosomal rearrangements and various degrees of other mutations. An irradiation experiment conducted with *Parachlorella kessleri*, a unicellular green alga, resulted in complex, fragmented chromosomes. The wild-type *P. kessleri* possesses seven A chromosomes and three B chromosomes. After irradiation with 50 Gy Fe-ion beam and subculturing, the mutants contained more than 20 chromosomes, and the segmental chromosomes were shown to be heritable (Ishii et al. 2025).

In the current study, we identified a C-ion with a 30 keVμm^−1^ irradiated *A. thaliana* mutant that shows a series of phenotypic changes compared to wild type (WT). The pattern of inheritance of the mutant characters does not follow the Mendelian genetics ratios and flow cytometry analysis revealed that the mutant genome is significantly larger than the WT genome. The mutant cells were observed using a high-resolution microscope and an additional chromosome was observed. The whole genome sequencing (WGS) read depth has increased by 0.5-fold across the entire chromosome 2, confirming the mutant possesses an additional copy of chromosome 2. Due to the presence of an extra chromosome, the whole transcriptome of the mutant shows a misbehavior. The Gene Ontology (GO) analysis highlighted that the mutant is actively modifying processes related to structural components, enhancing metabolic activity while downregulating senescence-related processes. Our result provides evidence of the correlation between morphological abnormalities with DE genes and their GO terms triggered by the heterogeneous chromosomal fragments.

## Materials and methods

### Plant materials including F_2_ population, flowering date and phenotype observations

The *A*. *thaliana* accession Columbia-0 (Col-0) was used as the WT plant. The C30-81-as6 (*flpl1*) mutant line was derived from C-ion irradiation (400 Gy, 30 keVµm^−1^) on Col-0 dry seeds as the method described in Kazama et al. (2011). The mutant was identified in the M_2_ generation, and self-fertilized seeds from the best mutant (later flowering, crumpled, large and petiole-less rosette leaves: see the results section) named as *flower late pltioleless1* (*flpl1*) were selected and grown for the next generation, up to the M_7_ generation. The F_2_ population is derived by backcrossing with Col-0, and self-fertilization of the resulted F_1_ population. The *flpl1*-77 plant, which showed the strongest phenotype observed among the F_2_ population of 84 individuals, was selected. Seed preparation, germination, cultivation and transplanting were done based on the method described in Kazama et al. (2011). Flowering time was monitored from the days after germination, and growth room conditions were maintained constant throughout the experiment. The *flpl1* mutant used in this study were derived from the M_3_ generation unless it’s specified otherwise. To confirm the stability of the mutant trait, the best mutant was selected and grown up to the M_7_ generation.

### Whole-genome mutation analysis

A *flpl1* plant in the M_3_ generation and *flpl1*-77 plants were selected and the DNA was extracted from leaf samples using DNeasy plant mini kit (QIAGEN, Venlo, Netherlands), with using IDTE 1 × TE solution pH 8.0 (Integrated DNA technologies, Iowa, USA). The DNA libraries were created using MGIEasy PCR-Free DNA library prep kit (MGI Tech, Shenzhen, China). The whole genome sequencing was performed using MGI DNBSEQ-G400 instrument (MGI Tech) in paired-end, 2 × 150-bp mode. Bioinformatics analysis was conducted using AMAP (Ishii et al. 2016) implemented on the HOKUSAI-BigWaterfall supercomputing system (RIKEN). The AMAP includes programs for quality control, mapping, detection of various degrees of mutation and creating a final analysis integrating the analysis results. The resulting candidate mutations were visually confirmed using IGV software (Robinson et al. 2011).

### Microscopic observation of the chromosomes

The Chromosome observation was done using 0.4 mm diameter flower buds. The selected flower buds were fixed in the fixative solution (5:1(Methanol: 0.2 M Acetic Acid)) under vacuum in a 0.5 mL tube. After overnight fixation, the solution was replaced with 70% Methanol and kept overnight at 4 °C. Next, the buds were washed twice with distilled water. The moisture-removed buds were transferred to an enzyme solution (Macerozyme: 0.08 g, Pectolyase: 0.02 g, Cellulase: 0.1 g and dissolve in 10 mL of acetic acid buffer (pH 4.2)) and incubate for 50 min in 37 °C. The digested and moisture removed buds were placed on a glass slide. The buds were crushed with fine tweezers and spread using a fixative solution. 7 µL of DAPI (1 mg/mL) was added to the tissues and covered with a cover glass. The FV3000 Inverted Confocal Laser Scanning Microscope (Evident Corporation Tokyo, Japan) with 10 × 100 (100X/1.40 Oil UPlanSApo) magnification under a 405 nm laser was used for chromosome observation.

### Flow cytometry analysis

The nuclear ploidy level was observed by using a flow cytometer (CyFlow counter, Sysmex, Kobe, Japan). Fully mature leaf samples (1 cm^2^) of the same age (days after germination) Col-0 and *flpl1* mutants were collected and chopped with 200 μL of Otto I buffer (Otto 1990). Then the residue was filtered through a 30 µm nylon mesh filter to remove debris. The DNA staining solution (Mishiba et al. 2000) 800 µL was added to the filtrate and stained for 1 min. Peaks in flow cytometry analysis were detected using the flow cytometer’s default settings, and the average fluorescence intensity of the nuclei contained within the peaks was calculated.

### Transcriptome and GO enrichment analysis

Fully mature leaf samples from three individual plants of *flpl1* mutant and WT were collected. All the plants were the same age (days after germination) and *flpl1* mutants were confirmed as positive mutants by phenotypic observation and the presence of additional DNA content by flow cytometric analysis. The total RNA was extracted using the RNeasy Plant Mini Kit (QIAGEN, Venlo, Netherlands). The cDNA library preparation was conducted by using VAHTS Universal V8 RNA-seq Library Prep kit (Nanjing, PRC). An Illumina Novaseq 6000 instrument was used for sequencing and a 2 × 150 paired-end configuration was adopted according to manufacturer’s instructions. Quality control was conducted using Cutadapt (V1.9.1, phred cutoff: 20, error rate: 0.1, adapter overlap: 1 bp, min. length: 75, proportion of N: 0.1) (Martin 2011) to obtain high quality data. Clean reads of each biological sample were aligned to the *A. thaliana* genome assembly (TAIR10) by using Hisat2 (v2.2.1) (Kim et al. 2015). The HTSeq (v0.6.1) software package (Anders et al. 2015) was used to count the reads mapped to genomic features, and to estimate gene and isoform expression levels from the pair-end clean data. Fragments Per Kilobase of transcript per Million mapped reads (FPKM) plot box distribution indicated that median values remain relatively similar among all the Col-0 and mutant samples indicating that the central tendency of gene expression levels is comparable (Fig. S1). This suggested that the occurrence of the additional chromosome hasn’t created a global expression shift and DEG analysis can be performed without additional normalizations. 

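Over the genes with an FPKM above 0 in a library, the median FPKM was 8.31, 8.23 and 8.66 in the *flpl1* libraries and 8.17, 9.67 and 9.24 in the Col-0 libraries. The means were 8.4 ± 0.229 and 9.03 ± 0.772 (SD, n = 3 each; exact permutation test, two-sided p = 0.4). As log10 of the FPKM, the unit of Fig. S1, the medians lay between 0.915 and 0.938 in *flpl1* and between 0.912 and 0.985 in Col-0. The lower quartiles of the FPKM were 1.93, 1.91 and 1.83 in *flpl1* and 1.32, 1.45 and 1.49 in Col-0, and the upper quartiles 20.9, 20.7 and 21.3 against 22.6, 26.0 and 25.3. Over the 18795 genes above 0 in all libraries, the mean of the medians was 10.0 ± 0.412 in *flpl1* and 11.3 ± 0.938 in Col-0 (SD, n = 3 each; exact permutation test, p = 0.2). The FPKM values are scaled to the sum of the counts of each library, so they measure shares of the RNA and not its amount per cell. The 10 most counted genes took 9.70% of the counts in *flpl1* and 6.65% in Col-0. The TMM factors ranged from 0.929 to 0.98 in *flpl1* and from 0.966 to 1.13 in Col-0.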

The resulting count matrix was used for DEG analysis using DESeq2 (Love et al. 2014) Bioconductor package, a model based on the negative binomial distribution. The DE genes were identified by adjusted *p*- value < 0.05 and a minimum two-fold change in expression. The GO enrichment analysis was conducted considering DE upregulated and downregulated genes separately using the R package clusterProfiler (v4.0) (Yu et al. 2012) with *A. thaliana* annotations from org.At.tair.db (Huber et al. 2015). The Gene Ontology resource (Consortium 2021) was used as the reference database. Terms with FDR (q-value) < 0.05 are considered significant. The WGS coverage analysis was conducted using R packages including Rsamtools (v2.18.0) (Morgan et al. 2023), GenomicRanges (v1.54.1), and GenomicAlignments (v1.38.2) (Lawrence et al. 2013) for BAM file processing and genomic coordinate management. Copy number variation detection was performed using DNAcopy (v1.76.0) (Venkatraman and Olshen 2007).

## Results

### Detection of multiple phenotypic abnormalities in the *flpl1* mutant line

The M_3_ plants of C30-81-as6, identified as a mutant line with abnormal leaf morphology, exhibited multiple phenotypic alterations, including delayed flowering, which occurred approximately six weeks after germination, in contrast to the wild-type plants that flowered after around two week (Table 1). Typical *flpl1* mutants had wrinkled, large leaves and rosette leaves without petioles (Fig. 1a, b, d). The mature leaves are large, wide, thick and fleshy with clear sinuate edges compared to WT mature leaves. This mutant is delayed in flowering and has an increased number of rosette leaves during the long vegetative period (Table 1 and Fig. 1d). We grew inbred populations up to the M_7_ generation to check the stability of mutant characters. The M_7_ mutants have the resulted resemble phenotypic features, including the delay of flowering time (Table 1).

**Table 1:** Flowering time (days) of the *flpl1* mutant and WT plants. Data are means ± SD (*n* ≥ 4)

Line	M_3_	M_7_
Col-0	15.1 ± 0.9	16.6 ± 1.0
*flpl1*	43 ± 2.8^*^	40.3 ± 5.6^*^

^*^The significance of the difference was assessed by Student’s *t*-test (*p < 0.01)

**Fig. 1:**
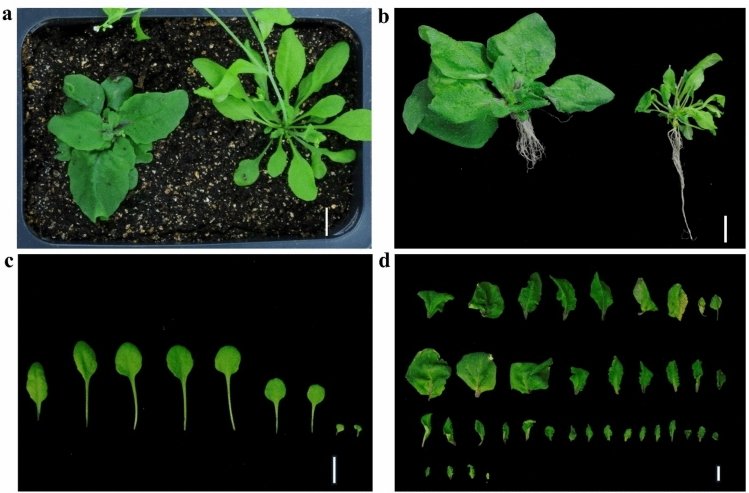
Phenotypic characteristics of the *flpl1* mutant and WT plants. **a** The mutant (left) flowered late, with large and petiole-less rosette leaves compared to the WT (right). **b** The mutant possesses a shallow root system (left) compared to the WT (right). The leaf panel of WT (**c**) and *flpl1* (**d**) shows the differences in leaf morphology and the number of leaves at the flowering stage. Photos (**a** and **b**) were taken when the *flpl1* showed flowering around 43 days after germination. Bars = 1 cm

The leaves of the *flpl1* appeared to have a rougher surface than those of the WT. Initially, we suspected that this was due to an increase in trichome density. However, microscopic observations revealed that there was no significant increase in trichome density (Table S1); instead, the trichome bases were elevated. The trichome bases of the mutant exhibited a mountain-like shape. In contrast, those of the WT appeared flat (Fig. 2). In addition to leaf morphology, the *flpl1* showed interesting root structural abnormalities compared to the WT. The mutant had a shallow and dense rhizosphere, whereas the WT had a relatively deep and thin rhizosphere (Fig. 1b).

**Fig. 2:**
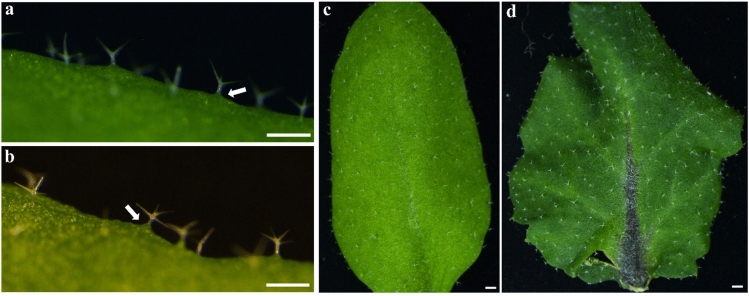
Trichome base and leaf base morphology of the *flpl1* mutant and WT plants. The trichome base of the Col-0 (**a**) is relatively flat but the mutant (**b**) has a heap-shaped trichome base. The white arrows point to the trichome base. The leaf surface of the Col-0 (**c**) and the mutant (**d**). Bars = 0.5 cm

### The ***flpl1*** does not follow the Mendelian genetic ratios of inheritance

There were various types of segregants in the M_3_ population. Approximately 3.3% exhibited all of the above phenotypic characteristics and were designated as *flpl1*. Mutants lacking any of these characteristics: later flowering, crumpled, large and petioleless rosette leaves were considered non-*flpl1*. To obtain a homozygous population, we grew several inbred populations. The *flpl1* mutant with strong phenotypes was selected and its seeds were used to grow the next population. The percentage of *flpl1* plants in total plants was 9.0%, 25.0% and 36.8% in the M_4_, M_5_ and M_7_ generations, respectively (Table S2). Therefore, the occurrence of the positive mutants was low in consecutive inbred populations, indicating the possibility of multiple genes responsible for the positive mutant phenotype.

### Investigation of the gene responsible for the phenotypic change in the *flpl1*

To investigate the responsible gene/s for the phenotypic variations in the *flpl1* mutant, first, we tried WGS analysis. The automated mutation analysis pipeline (AMAP; Ishii et al. 2016) resulted in six SNVs, one deletion, and 13 chromosomal breakpoints, including intra-chromosomal translocations (ITX), and inter-chromosomal translocations (CTX). Totally, nine homozygous mutated genes were found (Table S3). The mutations were confirmed by manual observation in Integrative Genomics Viewer (IGV; Robinson et al. 2011). Next, we performed a linkage analysis using an F_2_ population, but none of the nine homozygous mutated genes were genetically linked with at least a single mutant phenotype (Supplementary Text 1 and Fig. S5).

### Increased DNA content and chromosome numbers in the *flpl1*

We performed a flow cytometry analysis to measure the genome size of the mutant using leaf samples of Col-0 and *flpl1* plants. The histogram indicates four clear peaks of nuclear DNA content. The 2C peak representing diploid nuclei shows a slight shift in DNA content in the mutant. Importantly, the 4C, 8C and 16C peaks represent the tetraploid, octoploid and hexaploid nuclei showing a clear shifting of DNA content in the mutant compared to Col-0, suggesting significantly increased genomic DNA levels (Fig. 3). The ratio of DNA content of Col-0 and *flpl1* for each peak is 1.1 (2C:1.09, 4C:1.12, 8C:1.12, 16C:1.12). This data on the additional DNA content reflected the possibility of having an additional chromosome in the mutant genome.

**Fig. 3:**
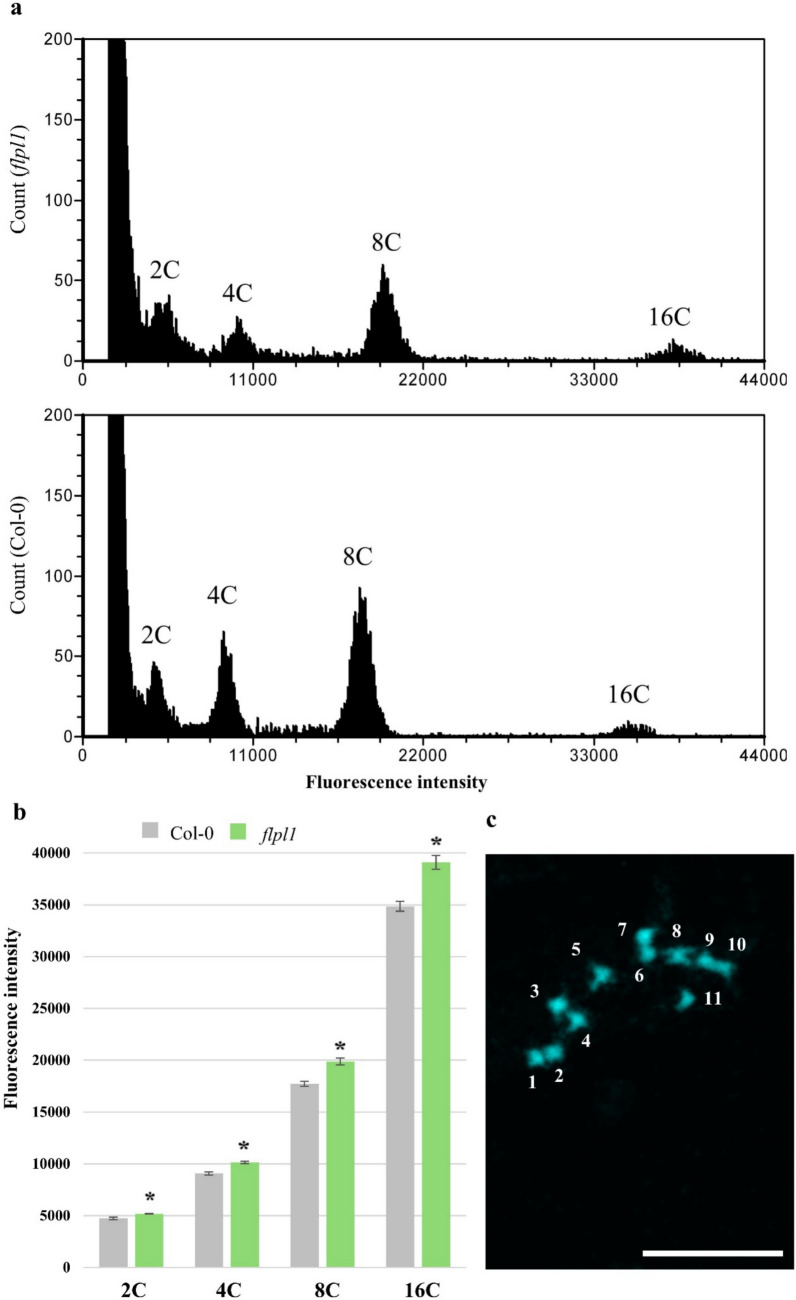
Flow cytometry analysis in *flpl1* and Col-0 plants. **a** Histogram of fluorescence intensity of the nuclei in mutant (upper) and Col-0 (below). 2C, 4C, 8C and 16C peaks represent the diploid, tetraploid, octoploid and hexaploid nuclei, respectively. **b** Comparison of the fluorescence intensity for each peak. The significance of the difference was assessed by Student’s *t*-test (*p < 0.01) and *n* ≥ 3. **c** Microscopic observation of chromosomes. Chromosome observation of the cells from flower bud samples of *flpl1* in M_3_ generations under 1,000× magnification. The numbers 1–11 represent the number of chromosomes (The chromosome numbers do not represent actual *A. thaliana* chromosomes). Bar = 10 μm. Chromosome observation was performed twice using flower buds from an independent generation and obtained the same results

To ascertain this possibility, we observed the cell nuclei of M_3_ and M_7_ (photo is not shown) mutants (additional DNA content was verified by flow cytometry analysis for each mutant plant) flower bud samples. A total of 11 chromosomes were observed in the candidate cells undergoing division (Fig. 3c).

To elucidate potential chromosome rearrangements, fragment breakpoints and rejoined junctions were visualized using WGS data analysis. A reciprocal, CTX between Chr. 1 and Chr. 2 resulted in a tandem duplication and a deletion in the second repeat in Chr. 2 (mutation ID 1 and 2 in Fig. 4a). Since the Chr. 1 side (the side of the break-point) is homozygous and the Chr. 2 side is heterozygous (mutation ID 2), it is considered that there could be another copy of Chr. 2 that does not carry the translocation (Table S3). This assumption was verified by WGS coverage mapping across each of the chromosomes. A clear 50% increment of short-read sequences was mapped on the entire Chr. 2, confirming the presence of an additional copy of chromosome 2 (Figs. 4b, S2). Another candidate reciprocal CTX was reported between Chr. 3 and Chr. 4. However, the exact position on the Chr. 3 side is unknown due to the occurrence of the repetitive region (mutation ID 8). An intra-chromosomal translocation with an inversion was observed in Chr. 5, although the correct positions are unknown due to repetitive sequences (mutation ID 12 and 13). The *flpl1*-77 is the best mutant from the BC_1_F_2_ population showing an intermediate phenotype (Fig. S3) compared to *flpl1*. We performed WGS analysis and sequence coverage mapping using its genomic DNA. Interestingly, the *flpl1*-77 mutant contained an additional chromosome, which is made of fused fragments of Chr. 1 and Chr. 2 (Fig. S3) with a similar positioned CTX (as resulted in *flpl1*). Therefore, it can be identified as an additional copy of *flpl1*’s Chr. 1. Both sides of Chr. 1 and Chr. 2 were heterozygous, possibly due to the presence of native copies of chromosome 1 and 2, since the *flpl1*-77 has undergone an event of back-crossing (Table S4).

**Fig. 4:**
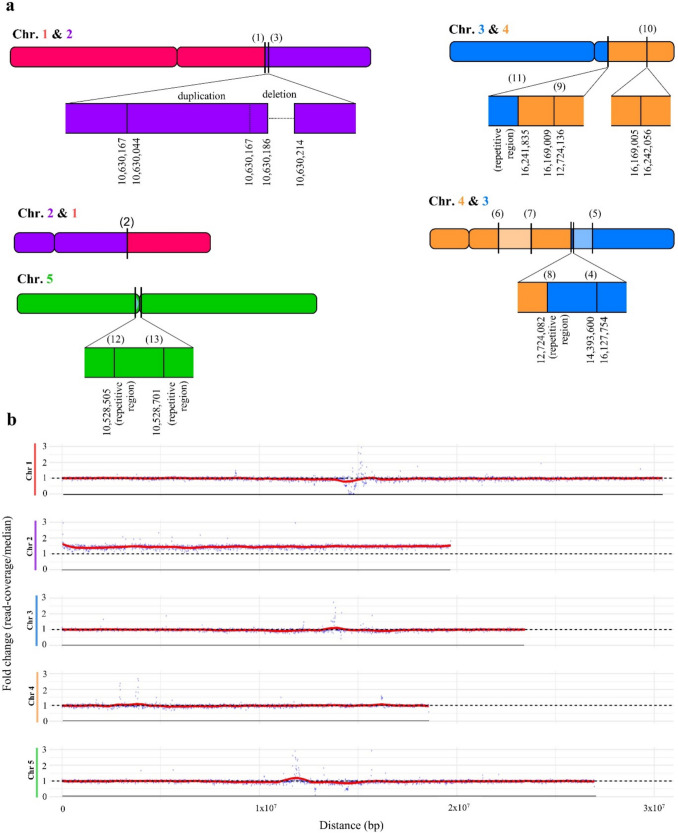
Visualization of additional chromosome fragments **a** diagram of proposed reconstructed chromosome structures of the *flpl1* mutant based on the Automated Mutation Analysis Pipeline. The mutation IDs (1–13) represent the candidate break\rejoin locations as indicated in Table S3, based on TAIR 10. The panel below the chromosomes shows a magnified regionof mutations with actual positions. Pale-colored fragments indicate those rejoined in an inverted direction and the sizes of the chromosome fragments are proportionate to the actual nucleotide sizes. **b** Whole genome sequence coverage plot for each chromosome. Coverage refers to the average reads per base in a 10 kbp window indicated in blue dots (bin size = 10 kbp) and the median refers to the middle coverage value across the entire genome. The red trend lines show the smoothed average coverage pattern across the genome and the black dashed line refers to the base reference line. The x-axis shows positions along the chromosome in base pairs

Therefore, both chromosomal rearrangement and WGS coverage mapping analysis propose the occurrence of an additional copy of Chr. 2. Since we were unable to confirm the genetic linkage with other homozygous mutated genes with the mutant phenotype, the presence of the CTX in Chr.1- Chr. 2 and the additional chromosome would be the key mutations responsible for *flpl1* phenotypic characters.

### Segregation analysis of mutant phenotypes in the *flpl1* line

Throughout the M_3_-M_7_ generations, we found plants showing intermediate characteristics, including leaf shape and flowering time. Next, we were interested in understanding the correlation of additional DNA content in controlling mutant phenotypic characters. In a situation of partial aneuploidy where the additional chromosome is expected to be compaction and segmental duplications occur in meiosis, it’s possible to obtain plants with intermediate DNA content (DNA amount is greater than WT, but less than aneuploidy mutant: *flpl1*) (Henry et al. 2005, 2010). Therefore, we checked the DNA content of the intermediate phenotype display plants, mutants and WT using flow cytometry. As expected, the early flowering plants show weak leaf phenotypes (shape and size) and less additional DNA compared to *flpl1* mutants. When comparing the DNA content of several mutants that flower between the earliest-flowering wild type and the latest-flowering mutant, the increase in DNA content was greater in the later-flowering mutants (Fig. 5). These results suggest that the increased DNA content is associated with the multiple mutant phenotypes. The AMAP suggested the increased DNA content associated with mutant phenotypes belongs to an additional copy of Chr. 2. To assess this possibility, we performed a quantitative PCR (qPCR) analysis targeting six PCR amplicons on Chr. 2 (Fig. S4d and Table S7) using the same amount of *flpl1* and *flpl*-weak mutants’ DNA. These *flpl1*-weak mutants display almost similar phenotypes as WT except leaf shape-related abnormalities (Fig. S4b) since those plants may exhibit segmental duplications. The qPCR data resulted in a significant increment of relative DNA quantities in *flpl1* compared to WT in all the tested amplicon sites (Fig. S4e). In addition, the *flpl1* resulted in an almost 1.5-fold quantity increment compared to *flpl1*-weak2. These qPCR results confirm the increased DNA quantities in Chr. 2 would be the cause for the *flpl1* phenotype.

**Fig. 5:**
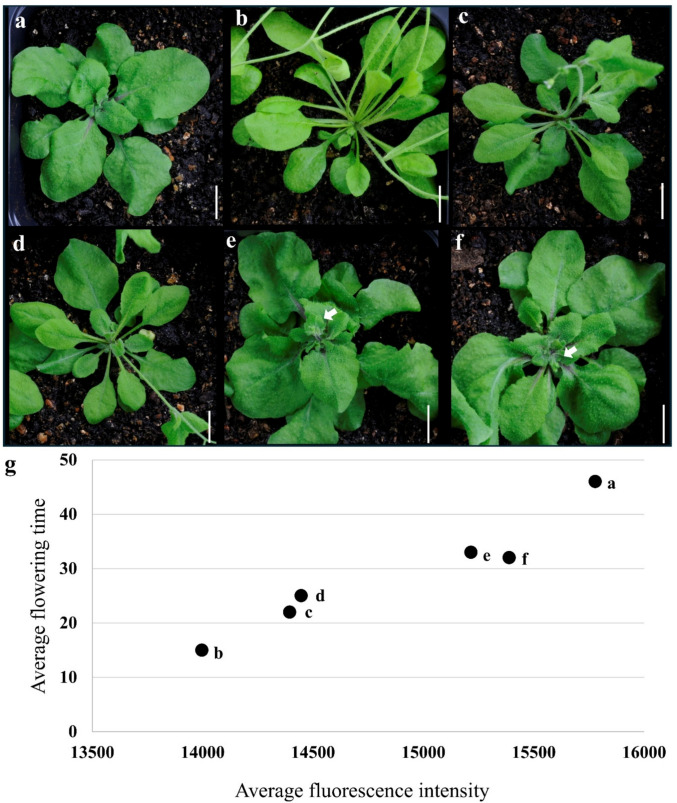
The plants with intermediate additional DNA content show weaker phenotype characters compared to *flpl1*. **a** *flpl1* mutant. **b** WT. **c**, **d** *flpl1* mutants show moderate mutant phenotypes in flowering time and leaf shape compared to WT. **e**, **f** *flpl1* mutants show strong mutant phenotypes in leaf shape and flowering time compared to WT. **g** Flowering time is delayed with an increase in fluorescence intensity in each mutant (**a**–**f**). Plants of the M_3_ segregating population were used and white arrows indicate the emergence of immature flower buds (around 32 days after germination). Bars = 1 cm

### The *flpl1* mutant possesses an extremely misregulated transcriptome compared with WT

Based on the above results, the mutant shows a series of phenotypic deviations due to the segregation of an additional chromosome. Because of the appearance of phenotypic defects, we hypothesized that the mutant’s transcriptome would be severely misregulated, mainly due to the overexpression of a cluster of genes positioned on the duplicated regions. 

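The transcriptome data are RNA-seq libraries of fully mature leaves from 3 individual plants of *flpl1*, the late-flowering and petioleless mutant line with an additional chromosome, and 3 individual Col-0 plants, the wild type background of the mutant. The plants were of the same age, and each library came from 1 plant. The authors trimmed the paired reads with Cutadapt, aligned them to TAIR10 with Hisat2 and counted the reads on each gene with HTSeq. Their deposited tables list 32243 genes with the read count and the FPKM of each library, and the FPKM values follow from the counts, the exonic gene size and the sum of the counts. The total counts were 24081121, 20049387 and 22202160 in the *flpl1* libraries (median 22202160) and 24633070, 23253974 and 19465078 in the Col-0 libraries (median 23253974). The group means of the totals did not differ by more than the spread between plants (exact permutation test, two-sided p = 0.9, n = 3 and 3). Between 20742 and 21161 genes had at least 1 count in a library. The counts were not stated to use the strand, so reads from overlapping genes on opposite strands could be assigned to either gene. For the comparison of the groups, the counts were scaled by TMM, genes with low counts were removed with filterByExpr, which left 18638 genes, and each gene was tested with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over those genes. A DEG had an adjusted p under 0.05 and a fold change of at least 2, as in the paper's methods. The biological coefficient of variation over the libraries was 22.2%. In simulated counts with these library sizes, 200 genes were changed by 2 on the log2 scale, up or down. The test recovered 163 of these 200 genes with 14 false calls among 18451 genes. Changes nearer the 2-fold limit were not simulated, nor data with as many changed genes as here, so the recovery of DEGs at the limit is not known. With 3 plants per group, an exact permutation test of a single value cannot give a two-sided p below 0.1.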

To understand the impact on the whole transcriptome, we performed a transcriptome analysis using the positive mutants confirmed by flow cytometry analysis and Col-0 plants. A total of 4,096 upregulated and 3,022 downregulated DEGs were identified (Fig. 6). 

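The counts gave 3697 upregulated and 2679 downregulated DEGs in *flpl1* compared with Col-0, 6376 genes in total. Of the tested genes, 13004 (69.8%) had the 3 libraries of one group all above the 3 libraries of the other, where chance alone gives 10% of genes. Without the limit on the fold change, 11473 genes had an adjusted p under 0.05, of which 5753 were higher and 5720 lower in *flpl1*. The median log2 fold change of the tested genes was 0.00. Upregulated genes made up 58.0% of the DEGs with the counts scaled by TMM, 57.8% with DESeq2 and 49.0% with limma on log2(FPKM + 1) without further scaling, where the median of all tested genes was -0.13. Their share was 63.4% with the libraries centred on the genes outside Chr. 2 and 52.9% with limma on FPKM after quantile normalization. The filter on low values moved the upregulated count most, to 2158 for genes with a mean FPKM of at least 5, and a test against the 2-fold limit itself moved the downregulated count most, to 1467. DESeq2, the package the paper used, called 4009 upregulated and 2921 downregulated genes on the same counts. Among the downregulated DEGs expressed at an FPKM of at least 5 in each Col-0 library, *CML41* (AT3G50770, Chr. 3, 18873958 to 18874780) fell the most, from an FPKM of 876 ± 26.5 (SD, n = 3) in Col-0 to 0.467 ± 0.197 (SD, n = 3) in *flpl1*, a log2 fold change of -10.69 (standard error 0.31; adjusted p = 2.83e-05, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). *CAX3*, AT5G39520, *NAC6* and AT1G34060 followed with log2 fold changes of -8.83, -8.57, -8.27 and -7.89. AT5G39520 shares 106 bp with a gene on the opposite strand.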

The total number of DEGs accounted for about 30% of the whole transcriptome. 

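The DEGs were 34.2% of the genes tested, 27.2% of the 23440 genes with a count in at least 1 of the 6 libraries and 19.8% of all genes listed. Over the fits that each left out 1 plant, the share of the tested genes lay between 31.8% and 36.7%. It was lowest, at 20.2%, when the 2-fold limit was tested itself.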

The GO analysis for upregulated genes emphasized that the most significant and the highest number of genes are involved in plant-type cell wall biogenesis, mitotic cell cycle and ribosome biogenesis and as the key biological processes (BP), structural molecular activity, including structural constituents of ribosome and cytoskeleton protein binding as the key molecular functions (MF) and the Cellular Component (CC) of most genes are ribosome, ribosomal subunit, and cytosolic ribosome. 

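GO terms are listed per gene in the deposited tables. They are direct annotations, without the genes of narrower terms. The 7 sets formed from the terms for upregulated genes had a median log2 fold change above 0, also under each of the 21 other settings. The structural constituent of ribosome set had the highest median, 1.41, with 229 upregulated and 2 downregulated DEGs among 301 tested genes. In the cytosolic ribosome set, 202 of 275 genes were upregulated and 3 downregulated, with a median of 1.39. Of the biological processes, the mitotic cell cycle set had a median of 1.02 (50 upregulated and 3 downregulated of 104 genes), the ribosome biogenesis set 0.88 (12 and 0 of 33; 20 upregulated without Col-0 replicate 2) and the cell wall biogenesis set 0.69 (58 and 13 of 144). The ribosome biogenesis and mitotic cell cycle sets list 35 and 120 genes, fewer than the paper's figure counts for these terms. Their medians hold for the listed genes only. The microtubule set had a median of 0.90 (101 and 11 of 220) and the cytoskeletal protein binding set 0.72 (88 and 12 of 228). Camera with a preset correlation of 0.01 between genes placed each of these sets above the other genes, with adjusted p from 8.43e-26 for the structural constituent of ribosome set to 0.0009 for the cell wall biogenesis set. Over the 13 sets of the paper's terms, camera gave 11 with an adjusted p under 0.05, 10 of them in the paper's direction, and fry also passed 11. With the correlation estimated from the libraries, 0 of the 13 sets passed (2 had an unadjusted p under 0.05), and the lowest adjusted p was 0.211. In the 9 other ways to split the 6 libraries into 3 and 3, camera with the preset correlation also passed between 4 and 11 sets. Each of those splits places 2 *flpl1* libraries against 1, so part of the difference between mutant and Col-0 remains in them. The median per library separated the groups in each of the 7 sets: for the cytosolic ribosome genes it lay between 0.48 and 1.03 above the mean of all libraries in *flpl1* and between -0.72 and -0.65 in Col-0 on the log2 scale. Genes of Chr. 2 did not carry the difference, since the median log2 fold change of the cytosolic ribosome genes on other chromosomes was 1.31.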

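Of the genes annotated with leaf senescence or plant organ senescence, 143 were tested, and 52 were downregulated and 12 upregulated in *flpl1*. Their median log2 fold change was -0.59. The response to hypoxia set held 172 tested genes, with 66 downregulated, 9 upregulated and a median log2 fold change of -0.77. The number upregulated was 15 without Col-0 replicate 1 and 5 without Col-0 replicate 3 or *flpl1* replicate 2. Downregulated DEGs were more frequent in both sets than among the other tested genes (Fisher's exact test across genes, one-sided, adjusted over 13 sets: p = 2.98e-10 for senescence and 7.51e-14 for hypoxia). Outside Chr. 2 the medians were lower, at -0.79 and -0.88.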

The GO terms for downregulated genes resulted that, the highest number of genes with significance recorded in BP being plant organ senescence, leaf senescence and response to decreased oxygen levels. 

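The metal ion transmembrane transporter genes had 18 downregulated and 8 upregulated DEGs among 88 tested, and a median log2 fold change of -0.31. Camera placed this set below the other genes (adjusted p = 0.0128), while the excess of downregulated DEGs was not significant by Fisher's exact test (one-sided, adjusted p = 0.194). The genes annotated with UDP-glycosyltransferase activity had 12 downregulated and 7 upregulated DEGs among 41 tested. The excess of downregulated DEGs there had an adjusted p of 0.0342 by Fisher's exact test, whereas camera gave an adjusted p of 0.403 for their median log2 fold change of -0.30.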

Salt transmembrane transporter activity, metal ion transmembrane transporter activity and UDP-Glycosyltransferase activity are results under the top three GO terms for MF. The downregulated DEGs, which are functionally connected to CC are plasma membrane-bounded cell projection, cell projection and pollen tubes (resulting in only three GO terms). However, the number of genes identified in CC is quite low compared to BP and MF (Fig. 6c). Collectively, the GO terms for upregulated genes outline the mutants’ prioritization for structural components production, energy and precursor molecule acquisition. 

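Of the 55 tested genes annotated with the pollen tube, 17 were downregulated and 17 upregulated, the median log2 fold change was -0.09, and camera found no shift (adjusted p = 0.811). That median depended on the setting: it was -0.41 with DESeq2 and -0.36 without a filter, 0.03 with the stricter filter, 0.01 with the libraries centred on the genes outside Chr. 2 and 0.00 without Col-0 replicate 1. Downregulated DEGs (Fisher's exact test, one-sided, adjusted p = 0.00579) and upregulated DEGs (adjusted p = 0.0491) were each more frequent in this set than among the other tested genes. The direct annotations gave 16 tested genes for cell projection, of which 0 were downregulated and 8 upregulated, with a median log2 fold change of 0.92. Camera placed these genes above the others (adjusted p = 0.00578), but with 18 genes listed the set is too small to speak for or against the paper's term. Of these 16 genes, 75% were higher in *flpl1*.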

Interestingly, the plant senescence regulatory genes are strictly downregulated in the mutant, providing the genetic basis for the extended vegetative phase supported with structural components produced by upregulated genes.

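In each of the 3 *flpl1* libraries the median of the senescence genes lay below the mean of all libraries, at -0.39, -0.30 and -0.20 on the log2 scale, and in each Col-0 library it lay above it, at 0.23, 0.34 and 0.36. The decrease did not extend to every gene of the set, since 29.4% of them had a log2 fold change above 0. *NAC6* (AT5G39610, Chr. 5, 15858400 to 15859788), a NAC transcription factor gene, had 13, 3 and 0 counts in *flpl1* and 1553, 2215 and 1848 in Col-0, a log2 fold change of -8.27 (standard error 0.55; adjusted p = 7.93e-05, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Without *flpl1* replicate 1, which holds most of the counts of the mutant, it was -9.95. *NAP* had an FPKM of 13.1 ± 5.63 (SD, n = 3) in *flpl1* and 114 ± 15.5 (SD, n = 3) in Col-0. The chlorophyll degradation genes *NYE1* and *ACD1* had log2 fold changes of -2.53 and -1.84; *ACD1* shares 11 bp with a neighboring gene. *SAG12* had 0 counts in all 6 libraries. *NAP*, *NYE1*, *ACD1* and *SAG12* were chosen after the values of the senescence set were seen.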

**Fig. 6:**
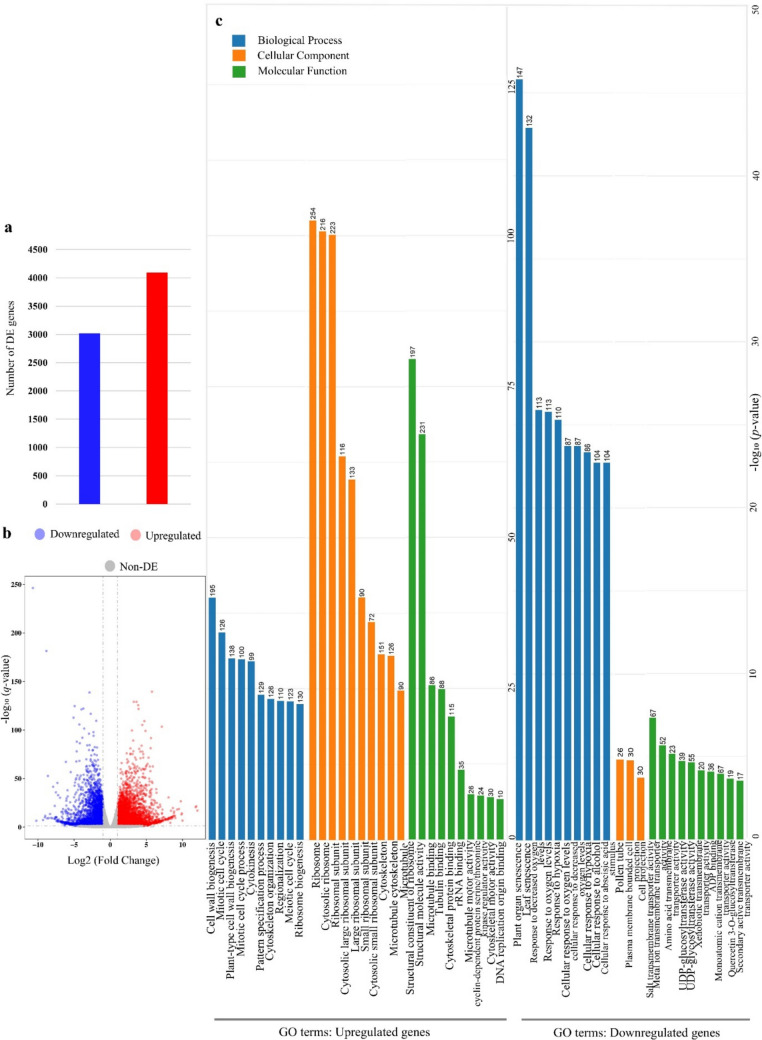
Overview of transcriptome analysis results of *flpl1* mutants and Col-0. **a** the number of up and downregulated DEGs in the mutant compared to Col-0. **b** volcano plot showing the distribution of significantly up and downregulated DEGs. **c** a summary of gene ontology (GO) terms for up and downregulated DE genes. The top 10 statistically significant GO terms show in the bar plot and the number in front of the bar represents the number of genes supported for the corresponding GO term

### Transcriptome analysis provided insight into the mutant phenotype

An additional chromosome is expected to be responsible for increasing the number of copies of a gene and possibly the gene may be overexpressed. However, based on the transcriptome data, both upregulated and downregulated DEGs resulted (Fig. 6a, b). This may be due to the feedback transcriptional regulation, indicating that the overexpressed and downregulated genes are responsible for the opposite biological function. 

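The expression of Chr. 2 was measured within each library as the median of its 2773 genes minus the median of 15361 genes on Chr. 1, 3, 4 and 5, on the scale of log2(FPKM + 1) relative to the Col-0 mean of each gene and for genes with a mean FPKM of at least 0.5. It was 0.57, 0.58 and 0.55 in the *flpl1* libraries and 0.02, 0.00 and -0.01 in the Col-0 libraries, a difference of 0.57 between means of 0.57 ± 0.01 and 0.00 ± 0.01 (SD, n = 3 each; exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allow). A ratio of 1.5 corresponds to 0.58 on this scale. In simulated counts with this ratio on Chr. 2, the same measure gave 0.52, since adding 1 to low FPKM values reduces it. Its lowest value, 0.22, was reached with every gene above 0 in at least 1 library, and its highest, 0.65, with 0.01 added in place of 1. From the counts, the median log2 fold change was 0.55 for Chr. 2 and -0.10 for the other nuclear chromosomes, a difference of 0.65. Of the tested Chr. 2 genes, 75.9% lay above the median of the other chromosomes. The difference was 0.71, 0.68 and 0.70 for genes of low, middle and high mean expression. On both sides of the Chr. 2 breakpoint at 10120869 the median was raised, to 0.53 below and 0.56 above it, and on both sides of the Chr. 1 breakpoint at 22888469 it was near 0, at -0.08 and -0.13. Chr. 2 provided 19.8% ± 0.223 of the counts in *flpl1* and 15.2% ± 0.352 in Col-0 (SD, n = 3 each).

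**Figure D1:**
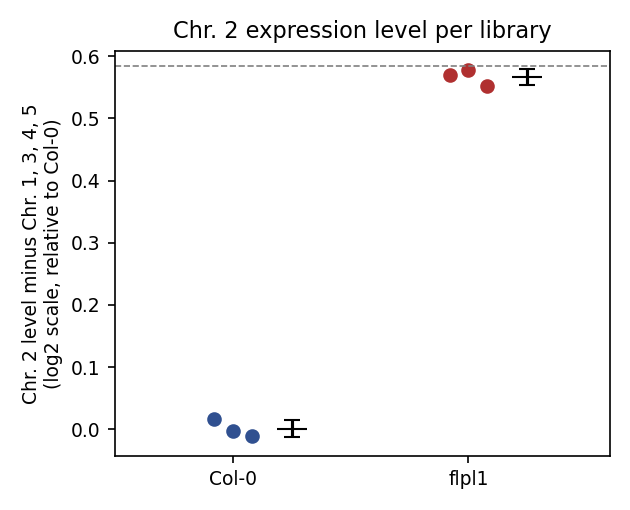
Chr. 2 expression level (log2 scale) of each library (points), with the mean and SD of each group and a dashed line at the log2 of 1.5. The *flpl1* libraries lie between 0.55 and 0.58 and the Col-0 libraries between -0.01 and 0.02.

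**Figure D2:**
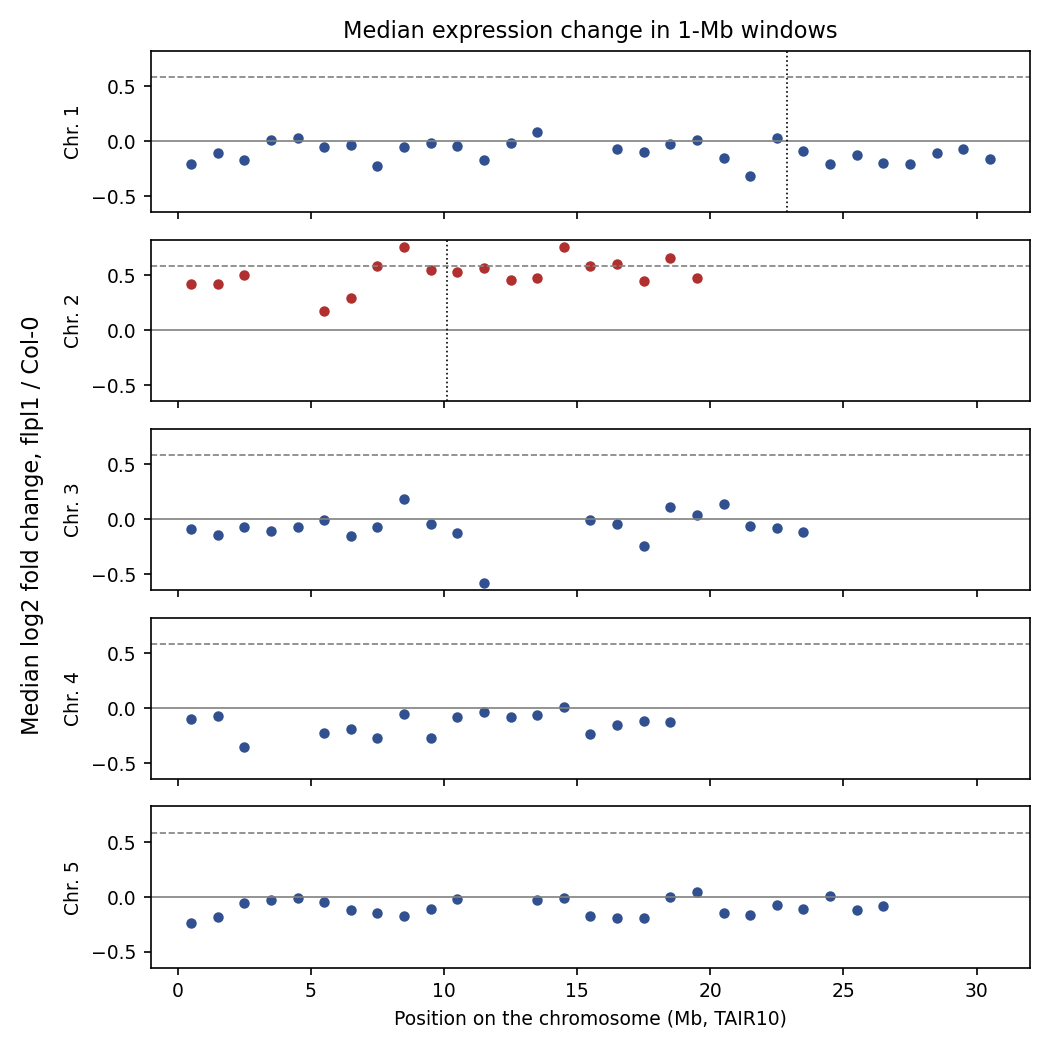
Median log2 fold change of the tested genes in windows of 1000000 bp with at least 20 tested genes, along Chr. 1 to 5, with dotted lines at the breakpoints and dashed lines at the log2 of 1.5. The 18 windows of Chr. 2 lie between 0.18 and 0.76, 17 of them above all 92 windows of the other chromosomes.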

The number of 1.5-fold upregulated (*p*adj- < 0.05) genes on Chr. 2 (1,378) was slightly greater than in Chr. 1 (1,290) and Chr. 5, resulting in 1,133 upregulated genes. This result shows that simply upregulated genes in Chr. 2 do not cause the *flpl1* phenotype, rather, the instability of the global transcriptome would be the cause. 

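At a fold change of at least 1.5 and an adjusted p under 0.05 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), 1285 genes were upregulated on Chr. 2, 1150 on Chr. 1, 1024 on Chr. 5, 927 on Chr. 3 and 620 on Chr. 4. Chr. 2 had the highest count of the 5 chromosomes under each of the 21 other settings, by 94 to 252 genes over Chr. 1. The chromosomes differ in their number of genes. Of the 2848 tested genes of Chr. 2, 45.1% were upregulated, against 23.7% on Chr. 1, 25.0% on Chr. 3, 22.0% on Chr. 4 and 23.6% on Chr. 5. Chr. 2 held 15.3% of the tested nuclear genes and 25.7% of those upregulated. Downregulated genes at the same thresholds numbered 315 on Chr. 2 (11.1% of its tested genes), 1310 on Chr. 1, 967 on Chr. 3, 775 on Chr. 4 and 1125 on Chr. 5. Together, the other 4 chromosomes had 23.7% of 15709 tested genes upregulated and 26.6% downregulated. This excess of downregulated genes depended on the scaling. With the libraries centred on the genes outside Chr. 2, upregulated genes outnumbered downregulated ones on each of these 4 chromosomes. The counts were then 1274 against 1132 on Chr. 1, 1009 against 829 on Chr. 3, 693 against 667 on Chr. 4 and 1128 against 946 on Chr. 5. In the main fit, the odds of being upregulated on Chr. 2 were 2.65 times those of the other chromosomes (Fisher's exact test across genes, which are not independent replicates, p = 1.57e-114), and the odds of being downregulated 0.343 times (p = 4.17e-81). With the median difference between Chr. 2 and the other chromosomes removed, 19.1% of the Chr. 2 genes were upregulated at least 2-fold, against 17.4% of the genes elsewhere. The adjusted p of the Chr. 2 genes were those from before the removal, which favours Chr. 2. These shares therefore do not decide whether Chr. 2 still exceeded the other chromosomes. From a count on Chr. 2 slightly above those on Chr. 1 and 5, the paper concludes that the upregulated genes of Chr. 2 alone do not cause the phenotype and that the instability of the whole transcriptome would.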

Based on the previous reports, the aneuploidy may disrupt the expression of many genes on triplicated chromosomes as well as non-triplicated chromosomes (Huettel et al. 2008).

Transcriptome data provide clues to explain the mutant’s abnormal phenotypic features. The *flpl1* is a flowering time-related mutant and both downregulation of important floral promoters and upregulation of floral repressors were reported. 

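Of the 20 genes in Table 2, 19 had enough counts to be tested, and all 19 were DEGs in the direction given there. The same number had an adjusted p under 0.05 when adjusted over the list alone, which is not independent evidence, since the study chose the list on these samples. Among the floral regulators on Chr. 2, the repressor *SNZ* (AT2G39250, 16388886 to 16391073) had an FPKM of 133 ± 22.4 (SD, n = 3) in *flpl1* and 32.3 ± 2.48 (SD, n = 3) in Col-0, a log2 fold change of 2.18 (standard error 0.18; adjusted p = 0.000114, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The promoter *AGL20* (AT2G45660, 18807538 to 18811047), also on Chr. 2, fell from 190 ± 11.7 to 43.6 ± 0.98 (SD, n = 3 each), a log2 fold change of -1.97 (standard error 0.13; adjusted p = 7.75e-05, same test). The repressor *BBX17* on Chr. 1 (AT1G49130, 18174740 to 18176022) had a log2 fold change of 3.22 (standard error 0.32; adjusted p = 0.000204, same test), with 799, 626 and 490 counts in *flpl1* and 115, 66 and 50 in Col-0. *PRR3* on Chr. 5 (AT5G60100, 24197998 to 24201404) fell by 1.68 on the log2 scale (standard error 0.29; adjusted p = 0.00201, same test).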

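*FT* (AT1G65480, Chr. 1, 24331428 to 24333934) had 6, 10 and 6 counts in the *flpl1* libraries and 172, 462 and 518 in the Col-0 libraries. Its FPKM was 0.397 ± 0.159 (SD, n = 3) and 20.8 ± 11.7 (SD, n = 3), and its log2 fold change was -5.53 (standard error 0.57; adjusted p = 0.00024, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Col-0 replicate 1 had the lowest of the Col-0 counts, and each *flpl1* library lay below it. *GIGANTEA* (*GI*, AT1G22770, Chr. 1, 8061844 to 8067716) had an FPKM of 11.5 ± 0.273 in *flpl1* and 36.0 ± 6.68 in Col-0 (SD, n = 3 each), a log2 fold change of -1.48 (standard error 0.13; adjusted p = 0.000133, same test). *FKF1* (AT1G68050, Chr. 1, 25508676 to 25510889) had 15, 13 and 19 counts in *flpl1* and 300, 308 and 120 in Col-0, a log2 fold change of -3.74 (standard error 0.37; adjusted p = 0.000204, same test). Of these 4 genes, *AGL8* (AT5G60910, Chr. 5, 24502482 to 24506143) changed least, with a log2 fold change of -1.16 (standard error 0.28; adjusted p = 0.00822, same test). Its FPKM was 6.93 ± 2.5 in *flpl1* and 17.3 ± 4.47 in Col-0 (SD, n = 3 each). Without *flpl1* replicate 2 the log2 fold change of *AGL8* was -0.91, under the 2-fold limit. The plants were of the same age, and the paper gives an earlier flowering time for Col-0 than for *flpl1*. Whether the changes in floral regulators are a cause or a consequence of late flowering cannot be told from leaves of a single age.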

The floral promoters include *FLOWERING LOCUS T* (*FT*), *GIGANTEA*, *Flavin-Binding -Kelch Repeat-F-Box 1* (*FKF1*) and *FRUITFULL* (*AGL8*), which were downregulated in the mutant. 

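*CLF* (AT2G23380), which lies on Chr. 2 from 9955553 to 9960359, had an FPKM of 7.33 ± 0.262 in *flpl1* and 1.3 ± 0.07 in Col-0 (SD, n = 3 each), a log2 fold change of 2.64 (standard error 0.14; adjusted p = 6.58e-05, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). This is more than 1 additional copy would give in proportion. *VRN5* (AT3G24440, Chr. 3, 8876027 to 8878171) had 583, 422 and 444 counts in *flpl1* and 247, 230 and 197 in Col-0, a log2 fold change of 1.27 (standard error 0.14; adjusted p = 0.0003, same test). With limma on log2(FPKM + 1) it was 0.98, just under the 2-fold limit. *AGL15* (AT5G13790, Chr. 5, 4449014 to 4450843) was counted 37, 14 and 16 times in *flpl1* and 0 times in each Col-0 library, which makes it at least 22.7-fold higher (adjusted p = 0.00208, same test). *TFL1* (AT5G03840, Chr. 5, 1024641 to 1025812) had 2, 7 and 3 counts in *flpl1* and 0 in each Col-0 library. These counts were too low for the filter before the test, and DESeq2 or edgeR without the filter called *TFL1* upregulated. Like that of *AGL15*, its bound sets Col-0 at 3 counts and leaves out the error of the *flpl1* counts. On that basis the difference is at least 4.06-fold. Most of the *TFL1* counts came from *flpl1* replicate 2, so the size of this bound rests largely on 1 plant.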

Meanwhile, upregulation of floral repressors *TERMINAL FLOWER 1* (*TFL1*), *CURLY LEAF* (*CLF*), *VERNALIZATION 5* (*VRN5*) and *AGAMOUS-LIKE 15* (*AGL15*) were observed in the mutant. Simultaneously, *flpl1* has abnormalities related to leaf shape, leaf development and petiole development. The differentially expressed *CURLY LEAF* (*CLF*), *Growth-regulating factor 2* (*AtGRF2*), *AUXIN RESPONSE FACTOR 7* (*ARF7*), *BLADE ON PETIOLE2* (*BOP2*) and *KANADI 1*(*KAN1*) are promising candidate genes which possibly responsible for those abnormal leaf phenotypes (Table 2).

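The leaf and petiole genes of Table 2 had smaller changes than *CLF*, apart from *BRC1*. *GRF2* (AT4G37740, Chr. 4, 17725337 to 17727730) had an FPKM of 4.04 ± 0.681 in *flpl1* and 1.46 ± 0.146 in Col-0 (SD, n = 3 each), a log2 fold change of 1.61 (standard error 0.23; adjusted p = 0.000934, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). *ARF7* (AT5G20730, Chr. 5, 7016445 to 7022113) fell by 1.13 (standard error 0.14; adjusted p = 0.000478, same test), and 254 bp of it overlap a gene on the opposite strand. *KAN1* (AT5G16560, Chr. 5, 5406863 to 5411424) fell by 1.29 (standard error 0.22; adjusted p = 0.0019, same test), and 25 bp overlap a gene on the opposite strand. *BOP2* (AT2G41370) lies on Chr. 2 from 17237745 to 17240440 and was lower in *flpl1*, with 87, 54 and 54 counts against 136, 261 and 116 in Col-0. Its log2 fold change was -1.20 (standard error 0.30; adjusted p = 0.0107, same test), and without Col-0 replicate 2 it was -0.89, under the 2-fold limit. Of the petiole genes, *ER* (AT2G26330, Chr. 2, 11208183 to 11213971) rose by 1.66 on the log2 scale (adjusted p = 0.000498, same test) and *PIL1* (AT2G46970, Chr. 2, 19295490 to 19297826) by 1.42 (adjusted p = 0.0179, same test). *PIL1* had 35, 17 and 22 counts in *flpl1* and 9, 9 and 12 in Col-0, and it was not a DEG without *flpl1* replicate 1 (1.16) or without Col-0 replicate 2 (1.27). *IAA3* (AT1G04240, Chr. 1, 1128188 to 1129551) was close to the 2-fold limit, with a log2 fold change of 1.02 (adjusted p = 0.00414, same test), which was 0.81 without *flpl1* replicate 2 and 0.91 without Col-0 replicate 3. *BRC1* (AT3G18550, Chr. 3, 6383508 to 6385663) had 0 counts in each *flpl1* library and 127, 133 and 15 in Col-0, at least 90.3-fold lower in *flpl1* (adjusted p = 0.00419, same test). With limma on FPKM and weights for the libraries, *BRC1* was not a DEG.

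**Figure D3:**
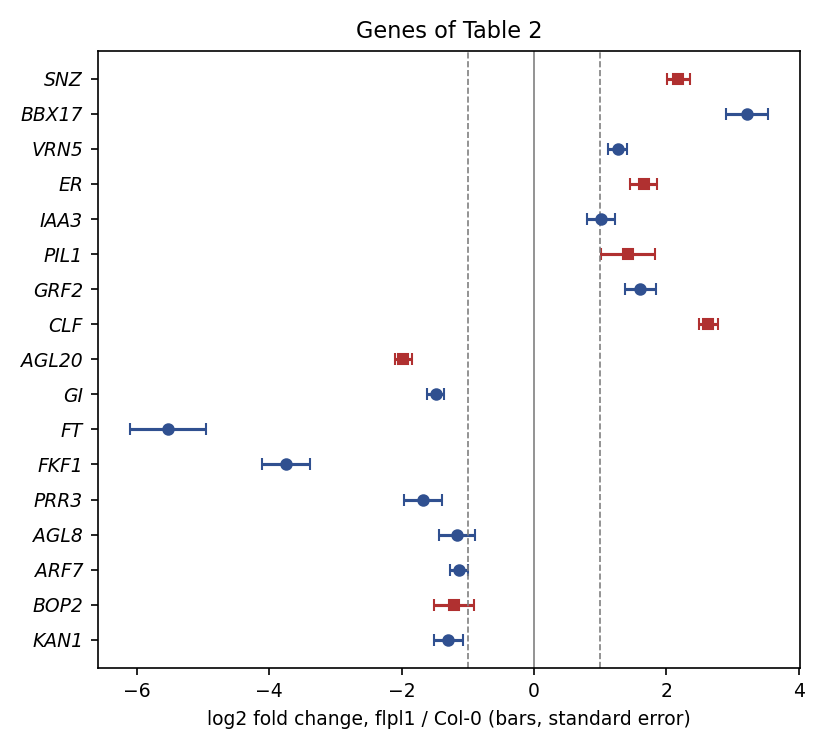
Log2 fold change of *flpl1* over Col-0 with its standard error for the genes of Table 2, with squares for genes on Chr. 2, circles for other chromosomes and dashed lines at 2-fold changes. *IAA3*, at 1.02, lies closest to a dashed line, and *AGL15* and *BRC1*, with 0 counts in a group, and *TFL1*, which was not tested, are not drawn.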

**Table 2:** Important DEGs and their candidate impact on the *flpl1* mutant

Upregulated gene ID	Gene name/common name	Impact on the mutant	References	Downregulated gene ID	Gene name/common name	Impact on mutant	References
AT2G39250	*SCHNARCHZAPFEN:SNZ*	Floral repressor	Mathieu et al. (2009)	AT2G45660	*AGAMOUS-LIKE 20:AGL20*	Floral promoter	Lee et al. (2000)
AT1G49130	*B-BOX DOMAIN PROTEIN 17:BBX17*	Floral repressor	Xu et al. (2022)	AT1G22770	*GIGANTEA: GI*	Floral promoter	Park et al. (1999)
AT3G24440	*VERNALIZATION 5:VRN5*	Floral repressor	Wood et al. (2006)	AT1G65480	*FLOWERING LOCUS T: FT*	Floral promoter	Kardailsky et al. (1999)
AT5G13790	*AGAMOUS-LIKE 15:AGL15*	Floral repressor	Adamczyk et al. (2007)	AT1G68050	*Flavin-binding, kelch repeat, f box 1: FKF1*	Floral promoter	Nelson et al. (2000)
AT5G03840	*TERMINAL FLOWER 1:TFL-1*	Floral repressor	Hanano and Goto (2011)	AT5G60100	*Pseudo-response regulator 3: APRR3;PRR3*	Floral promoter by stabilizes *TOC1* (*PRR1*)	Para et al. (2007)
AT2G26330	*ERECTA: ER: QRP1*	Petiole development	van Zanten et al. (2010)	AT5G60910	*Agamous-like 8: FRUITFULL:FUL*	Floral promoter	Ferrándiz et al. (2000)
AT1G04240	*IAA3;SHORT HYPOCOTYL 2;SHY2*	Leaf formation and root development	Tian and Reed (1999)	AT5G20730	*AUXIN RESPONSE FACTOR 7: ARF7*	Leaf and Petiole development	Wilmoth et al. (2005)
AT2G46970	*PHYTOCHROME INTERACTING FACTOR 3-LIKE 1;PIL1*	Petiole development	Lorrain et al. (2008)	AT3G18550	*BRANCHED 1: ATBRC1*	Bud and branch development, Petiole development	Aguilar-Martínez et al. (2007); González-Grandío et al. (2013)
AT4G37740	*growth-regulating factor 2: AtGRF2 GRF2*	Leaf shape and development	Kim et al. (2003)	AT2G41370	*BLADE ON PETIOLE2:BOP2*	Leaf and Petiole development	Ha et al. (2003)
AT2G23380	*CURLY LEAF:CLF*	Leaf shape and Floral repressor	Goodrich et al. (1997); Schubert et al. (2006)	AT5G16560	*KANADI 1: KAN1*	Leaf and Petiole development	Wu et al. (2008)

## Discussion

### Increased DNA content, an additional chromosome and the mutant genome

Based on the flow cytometry results, WGS coverage mapping analysis and the microscopic observation of the chromosomes, we were able to confirm that the *flpl1* plants possess an additional chromosome. The mutant cells are predicted to have 11 chromosomes, resulting in a *flpl1*/WT DNA content ratio of exactly 1.1 (Fig. 3b). However, we did not find any segregant with DNA ratios exceeding this value. When this mutant produces gametes by meiosis followed by self-fertilization, there can be five possible chromosome arrangements in the zygote. **1.** 5 (n) + 5 (n) – **10 (2n)**: WT type zygote. **2.** 5 (n) + 6 (n) – **10 (2n) + 1 (n)**: aneuploid heterozygous type zygote. **3.** 6 (n) + 6 (n) – **12 (2n)**: aneuploid homozygous type zygote. **4.** 5 (n) + 7 (n) – **10 (2n) + 2 (2n)**: aneuploid zygote (if one chromosome is lost due to misegregation or if an extra chromosome is retained due to nondisjunction). **5.** 6 (n) + 7 (n) – **10 (2n) + 3 (n)**: aneuploid zygote (due to misegregation or nondisjunction). The DNA ratio of 1.1 is assumed to match the above **2.** 5 (n) + 6 (n) – **10 (2n) + 1 (n)**: aneuploid heterozygous type of plant. If the plant is produced from the 3rd, 4th, or 5th types of zygotes, the DNA ratio should be ≥ 1.2. Since we could not find such a plant, the 3rd, 4th, or 5th type of zygote was assumed to be an embryonic lethal. Next, we calculated the expected increase in DNA content resulting from the additional Chr. 2, considering chromosome length and AT content (% of adenine (A) and thymine (T) bases), based on flow cytometry measurements. The results confirm that the *flpl1*/WT DNA content ratio of 1.1 is consistent with the addition of a single Chr. 2 to the *A. thaliana* genome (Tables S5, S6; Supplementary Text 2). Furthermore, we identified segmental aneuploid mutants that exhibited intermediate traits in terms of leaf shape, flowering time and DNA content between the wild type and the *flpl1* mutant (Fig. 5). These results suggest that there is a correlation between the increased DNA content, altered leaf shape and delayed flowering in these mutants (Fig. 5g).

The frequency of occurrence of *flpl1* mutants was continuous, yet at a slow rate, increasing in the consecutive inbred populations (Table S2). One of the possible reasons for this situation would be chromosomal instability, which disrupts normal chromosome pairing and segregation (non-disjunction) during meiosis (Henry et al. 2009; Huettel et al. 2008), leading to more 10 (2n) + 1 (n) offspring. If 10 (2n) + 1 (n) plants consistently produce gametes containing six chromosomes more frequently than expected, then crosses with gametes containing five chromosomes will continuously regenerate 10 (2n) + 1 (n) offspring at an increasing rate.

### The GO terms reveal insights into the *flpl1* phenotype

The GO terms represent an interesting overview of the whole transcriptome behavior of the mutant. Based on the BPs of the upregulated genes, the mutant cells are actively remodeling their cell wall structure, increasing cell division and growth through the mitotic cell cycle while ramping up protein production (via ribosomes). These biological processors create a relationship with GO terms of MF because the upregulated genes are involved in the functions of structural integrity, protein synthesis machinery, and cytoskeletal organization. The GO terms for CC further support the theme of enhanced protein synthesis capacity in the mutant because the highest number of upregulated genes is related to ribosomes. Collectively, the GO terms of upregulated genes correlate with the mutant phenotype characteristics of extended vegetative phase, larger leaves, and increased number of leaves because the mutant cells are assembling ribosomes, using them to synthesize structural proteins, and directing those proteins to active cell division, remodeling the cell wall and cytoskeleton. The additional chromosome in the mutant likely disrupts regulators that balance vegetative growth and flowering. Downregulation of plant organ senescence, leaf senescence, and response to decreased oxygen levels (hypoxia response) in the BP category of GO analysis is consistent with the *flpl1* phenotype. The mutant prioritizes vegetative growth by suppressing processes that limit growth or promote aging. Downregulation of the GO terms of MF related to salt and metal ion transmembrane transporter activity suggests that the mutant sacrifices stress resilience mechanisms for prioritization of growth because the downregulation of transmembrane related genes may reduce the capacity to manage salt stress or ion balance (Wu et al. 1996). Only three GO terms with low gene counts related to CC resulted in the analysis. Some of the downregulated DE genes may be functionally associated with cellular structures like root hairs and trichomes. Interestingly *flpl1* mutants possesses phenotypic abnormalities in the root and trichome structures (Figs. 1b, 2). Root hairs are plasma membrane-bounded projections extending from epidermal cells and trichomes are also cell projections that rely on cytoskeletal regulatory genes. Previous reports suggest that root hair mutants show defects in genes regulating cell projection growth (Galway et al. 1999; Yuen et al. 2005). Therefore, abnormal shallow root formation and trichome bases suggest defective cell projection formation, possibly due to downregulated CC terms. In summary, highly statistically significant up and downregulated GO terms are likely to correlate with mutant phenotypic features. As a whole, the mutant extends its vegetative phase by delaying flowering and increasing the biomass. The GO terms may expose the mechanisms that provide clues such as prioritizing the production of cell mass, structural components, and protein production while suppressing organ senescence.

### The phenotypic variations in the *flpl1* are driven by the additional copy of *A. thaliana* Chromosome 2

Classically, colchicine treatment has been used to obtain polyploid cells in *A. thaliana*. It disrupts the microtubule formation and longer exposures can inhibit entire cytokinesis (Henry et al. 2005; Parra-Nunez et al. 2020; Parra‐Nunez et al. 2024). In contrast, *flpl1* is a product of heavy-ion beam irradiation, which is a physical mutagenesis method. The mutant possesses a single additional chromosome, but two additional chromosome-containing plants were absent in the population. The WGS mutation analysis-based chromosome rearrangement suggested a fragmental translocation between Chr. 1 and Chr. 2. The paired ends of Chr.1 and Chr. 2 resulted as homozygous and heterozygous, respectively (mutation ID 1 and 2 in Fig. 4a and Table S3). In addition to this reciprocal translocation, a heterozygous ITX was found in Chr. 2. These results suggest that both copies of Chr. 1 have Chr. 2 fragments, two copies of Chr. 2 have Chr. 1 fragments due to CTX, and there should be a native copy of Chr. 2. Therefore, the sequence read coverage on Chr. 2 has increased by 50% (Fig. 4b). Supportively, *flpl1* resulted in a significantly higher amount of Chr. 2 DNA quantities compared to weak *flpl1* phenotype showing plants (Fig. S4). Microscopic observation also supports the presence of the additional chromosome (Fig. 3c). Therefore, we propose that the occurrence of the three copies of Chr. 2 is the most appropriate model (Fig. S2 ). In addition, previous results have shown that chromosomes appear in triplicate, and are vulnerable to breaking and rearranging (Huettel et al. 2008). The *flpl1*-77 mutant possesses such a rearranged additional Chr. 1. Even though we did not check the chromosomes’ structures, the intermediate DNA containing plants in Fig. 5 may retain such segmental aneuploid plants.

The previous study Henry et al. (2010) compared the phenotypic consequences of combinations of aneuploidy in *A. thaliana*. The aneuploidy mutant in Fig. 1c in Henry et al. (2010) shows a resemble phenotype with the *flpl1* mutant (Figs. 1, 5a) and its karyotype is 2n + 1 chromosome 2. This data supports the fact that the additional chromosome in the *flpl1* mutant may possess an extra copy of Chr. 2. Furthermore, the resemble phenotype supports the concept that similar phenotypes can be observed in individuals having the same karyotype (Henry et al. 2010). However, the impact on the phenotype varies from one individual to another, possibly due to external factors such as growth conditions. In the case of *flpl1*, since it’s an ion-beam-induced mutant line, additional mutations may also modify the phenotype. Mutations are prone to occur in the natural context, as a part of the evolutionary pathway. Even though aneuploidy or chromosome-level mutations have a low probability and are often disadvantageous in mutation breeding, they can induce significant phenotypic changes (Ikoma et al. 2025). As shown by the *flpl1* mutant, aneuploidy or chromosome-level mutations can be effective when multiple traits are desired, such as leaf shape, timing of vegetative to reproductive phase transition and root structures. High-LET heavy-ion beam irradiation, such as Ar and Fe ions, can cause large deletions, chromosomal rearrangements (Hirano et al. 2012, 2015; Kazama et al. 2017), and chromosomal fragmentation (Ishii et al. 2025), making it an effective mutagen for inducing mutations in multiple traits.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

## Data Availability

Nucleotide sequence data files are available in the NCBI Sequenced Read Archive under the accession number SUB15363077 and SUB15611655 (https://www.ncbi.nlm.nih.gov/sra/PRJNA1271611) for *flpl1* (C30-81-as6) and *flpl1-*77 (C30-81-as6-77) respectively. The transcriptome data files are available in the NCBI Gene Expression Omnibus under the accession number GSE299045 (https://www.ncbi.nlm.nih.gov/geo/).

# Supplementary material for: Arabidopsis aneuploidy-like mutant flpl1, possesses enormous variations in multiple phenotypic characteristics
**Source:** J Plant Res. 2026 May 13;139(4):629–44. doi: 10.1007/s10265-026-01712-5
**Supplement:** Supplementary file 1 — Supplementary file1

**Title:** Arabidopsis aneuploidy-like mutant *flp11*, possesses enormous variations in multiple phenotypic characteristics.

**Journal name:** The Journal of Plant Research

**Authors:** Asanga Deshappriya Nagalla<sup>1</sup>, Kotaro Ishii<sup>1,2</sup>, Tomonari Hirano<sup>1,3</sup>, Sumie Ohbu<sup>1</sup>, Yuki Shirakawa<sup>1</sup>, Yusuke Kazama<sup>1,4</sup>, Tomoko Abe<sup>1\*</sup>

**The affiliations of the authors:**

## Supplementary Text 1

### Materials, methods and results for Linkage Analysis

We performed a linkage analysis using a BC<sub>1</sub>F<sub>2</sub> population of 84 individuals and only one plant (*flpl1-77*) represented an intermediate phenotype of all three mutant characteristics: later flowering, crumpled large leaves and petioleless rosette leaves. The number of positive mutants was (the single intermediate plant) insufficient to perform linkage analysis. Therefore, we consider individuals showing at least two mutant characters. There were 22 plants showing later flowering, 21 plants showing crumpled, large leaves and one plant showing petioleless rosette leaves. Altogether, 13 plants both showed later flowering with crumpled large leaves and only one plant showed all three mutant characteristics (Fig. S5). We collected DNA from those 14 plants. The automated mutation analysis pipeline (AMAP; Ishii et al. 2016) resulted in nine homozygous mutated genes (Table S2) and was used for linkage analysis. However, we could not find a genetic linkage of the nine targets with at least a single mutant phenotype.

### Method for quantitative PCR (qPCR) analysis

The genomic DNA was extracted from *flpl1* and *flpl1* weak mutants (the flowering period is similar to that of WT, the leaves contain the petiole, but the shape of the leaves is abnormal) and WT plants. All the plants were the same age. The *flpl1* and *flpl1* weak mutants were confirmed by the ploidy analyzer and phenotypic observation. DNA concentration was measured using a Qubit Fluorometer (Thermo Fisher Scientific, Waltham, MA, USA), diluted and the same quantities were used for qPCR analysis. The qPCR was performed using a THUNDERBIRDTM SYBR qPCR Mix (TOYOBO, Tokyo, Japan) on a CronoSTAR Real-Time PCR System (Takara Bio Inc., Shiga, Japan) according to the manufacturer's instructions. The control amplicon was on another chromosome (Chr. 5). Melt curve analysis results confirmed no secondary amplification for all the PCR products. 

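Table S7 gives 6 primer pairs for Chr. 2 and a control pair for Chr. 5, which amplify genomic DNA, so that their quantity measures the number of copies at each place. Matched to the TAIR10.1 reference, pair IV lies on Chr. 2 from 13887615 to 13887676 within a coding exon of AT2G32740, and both of its primers match without a difference. In each of the other 6 pairs, 1 primer matched the reference exactly at a single place, and the other primer, as printed, had no exact match and was aligned beside its partner with 1 or 2 differences. With these, pair I spans 509656 to 509726, pair II 8063464 to 8063522, pair III 11128310 to 11128373, pair V 17918364 to 17918426 and pair VI 19685354 to 19685413 on Chr. 2. Pairs II and III lie within coding exons of AT2G18570 and AT2G26130. Pairs I, V and VI lie in AT2G02070, AT2G43080 and AT2G48130, partly in an exon. The products are 59 to 71 bp long. The control pair spans 457 bp on Chr. 5, from 24916471 to 24916927, at AT5G62020. Pairs I and II lie below the Chr. 2 breakpoint and pairs III to VI above it.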

Primers (I - VI) sequences were obtained from previously published (Ishii et al. 2024) and are listed in Table S7.

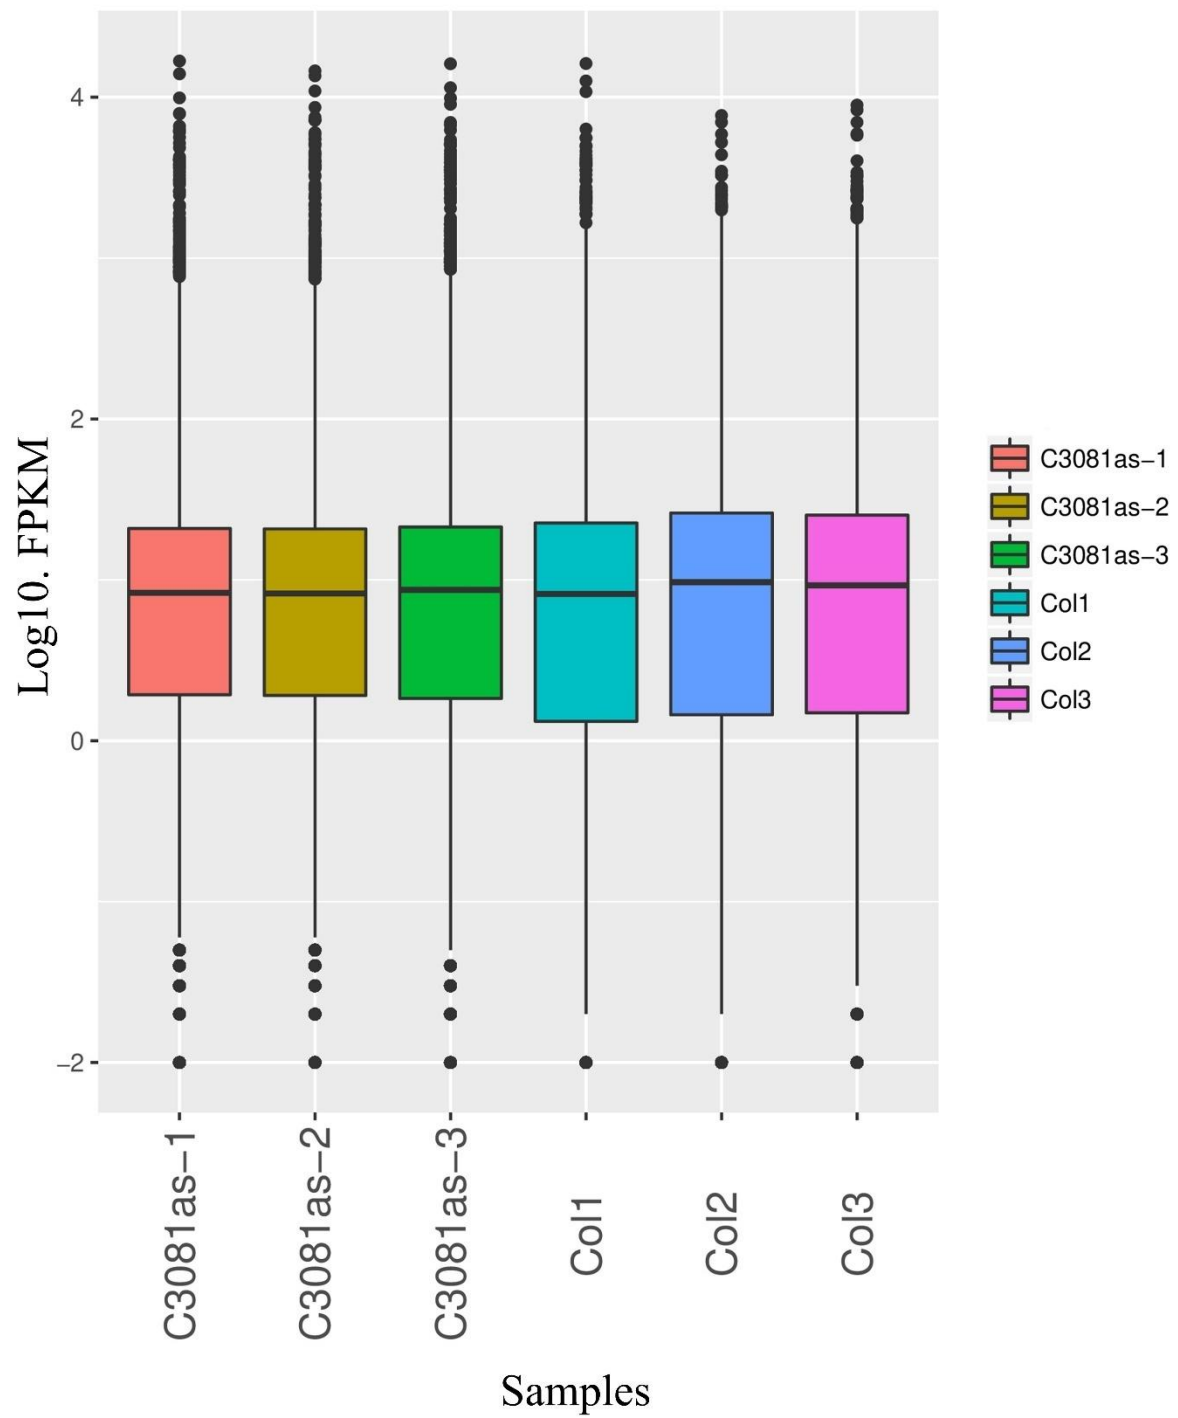

**Fig. S1**

Fragments per kilobase of transcript per million mapped reads (FPKM) plot box distribution of RNA-seq data visualize the distribution of gene expression levels across samples. C3081as stands for each *flp11* sample and Col stands for WT.

**a**

Chr. 1 &amp; 2

Chr. 2 &amp; 1

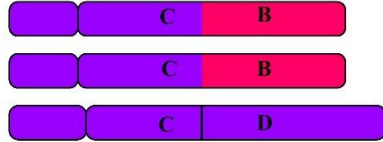**b**

|                     | Chr.1 Homo |   | Chr.2 Aneuploidy |   |   |
|---------------------|------------|---|------------------|---|---|
| Fragment            | A          | D | D                | C | B |
| Number of fragments | 2          | 2 | 1                | 3 | 2 |

**Fig. S2**

Chromosome rearrangement model for *flp11*. **(a)** Diagram of proposed reconstructed chromosome structures (Chr.1 and Chr. 2) of the *flp11* mutant based on the automated mutation analysis pipeline and bam coverage mapping. The A, B, C and D stand for chromosome fragments. **(b)** Table summarizing the chromosomal fragments (A, B, C and D) in Chr. 1, Chr. 2 and their zygosity. Homo stands for homozygous and Chr. 2 remains aneuploid based on our model.

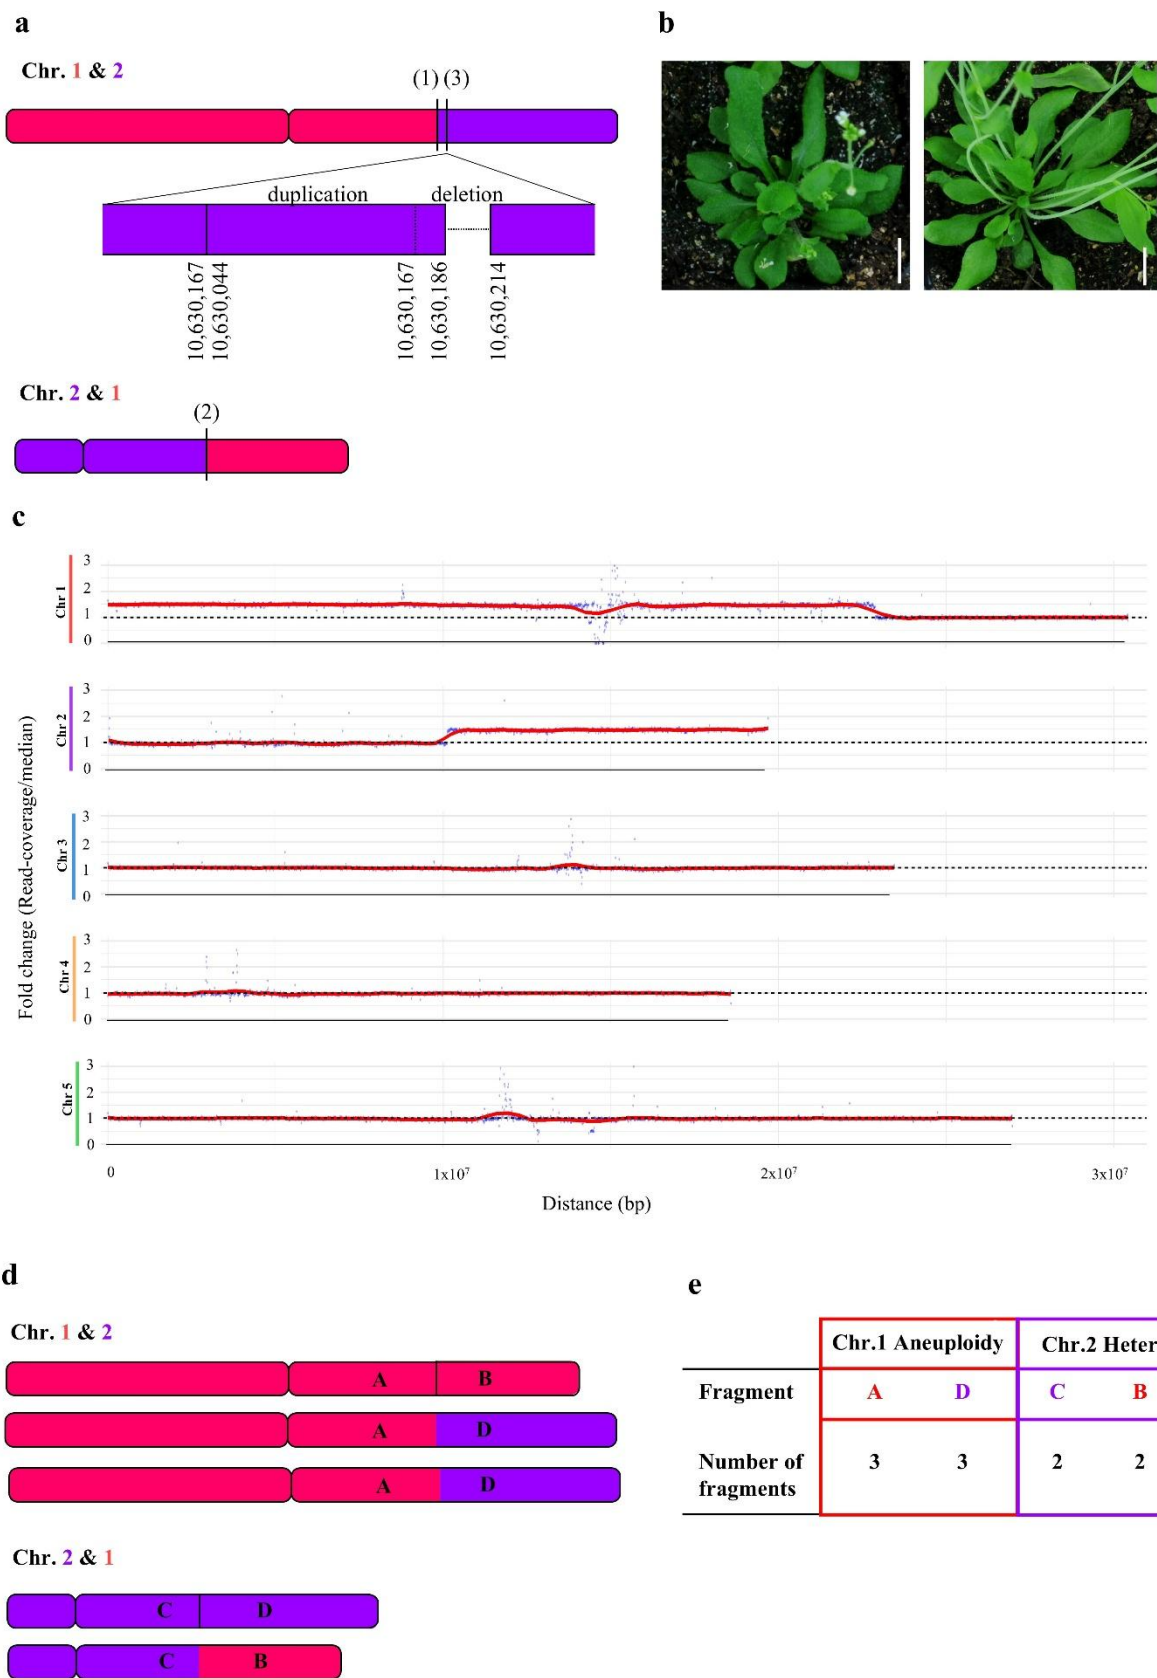

Fig. S3

Visualization of additional chromosome fragments and phenotype of *flp11-77*. **(a)** Diagram of proposed reconstructed chromosome structures of the *flp11-77* mutant based on the AMAP. The mutation IDs (1-3) represent the candidate break\rejoin locations as indicated in Table S3, based on TAIR 10. The sizes of the chromosome fragments are proportionate to the actual nucleotide sizes with respect to reference genome (Col-0) coordinates. **(b)** Phenotypic characteristics of the *flp11-77* (left) and the WT (right) plants. Photos were taken 49-days after germination. Bar = 1cm. **(c)** Whole genome sequence coverage plot for each chromosome. Coverage refers to the average reads per base in a 10kbp window indicated in blue dots (bin size =10kbp) and the median refers to the middle coverage value across the entire genome. The red color trend lines show the smoothed average coverage pattern across the genome and the black color dashed line refers to the base reference line. The x-axis shows positions along the chromosome in base pairs. **(d)** Diagram of proposed reconstructed chromosome structures (Chr.1 and Chr. 2) of the *flp11-77* mutant based on the automated mutation analysis pipeline and bam coverage mapping. The A, B, C and D stand for chromosome fragments. **(e)** Table summarizing the chromosomal fragments (A, B, C and D) in Chr. 1, Chr. 2 and their zygosity. Homo stands for homozygous and Chr. 1 remains aneuploid based on our model.

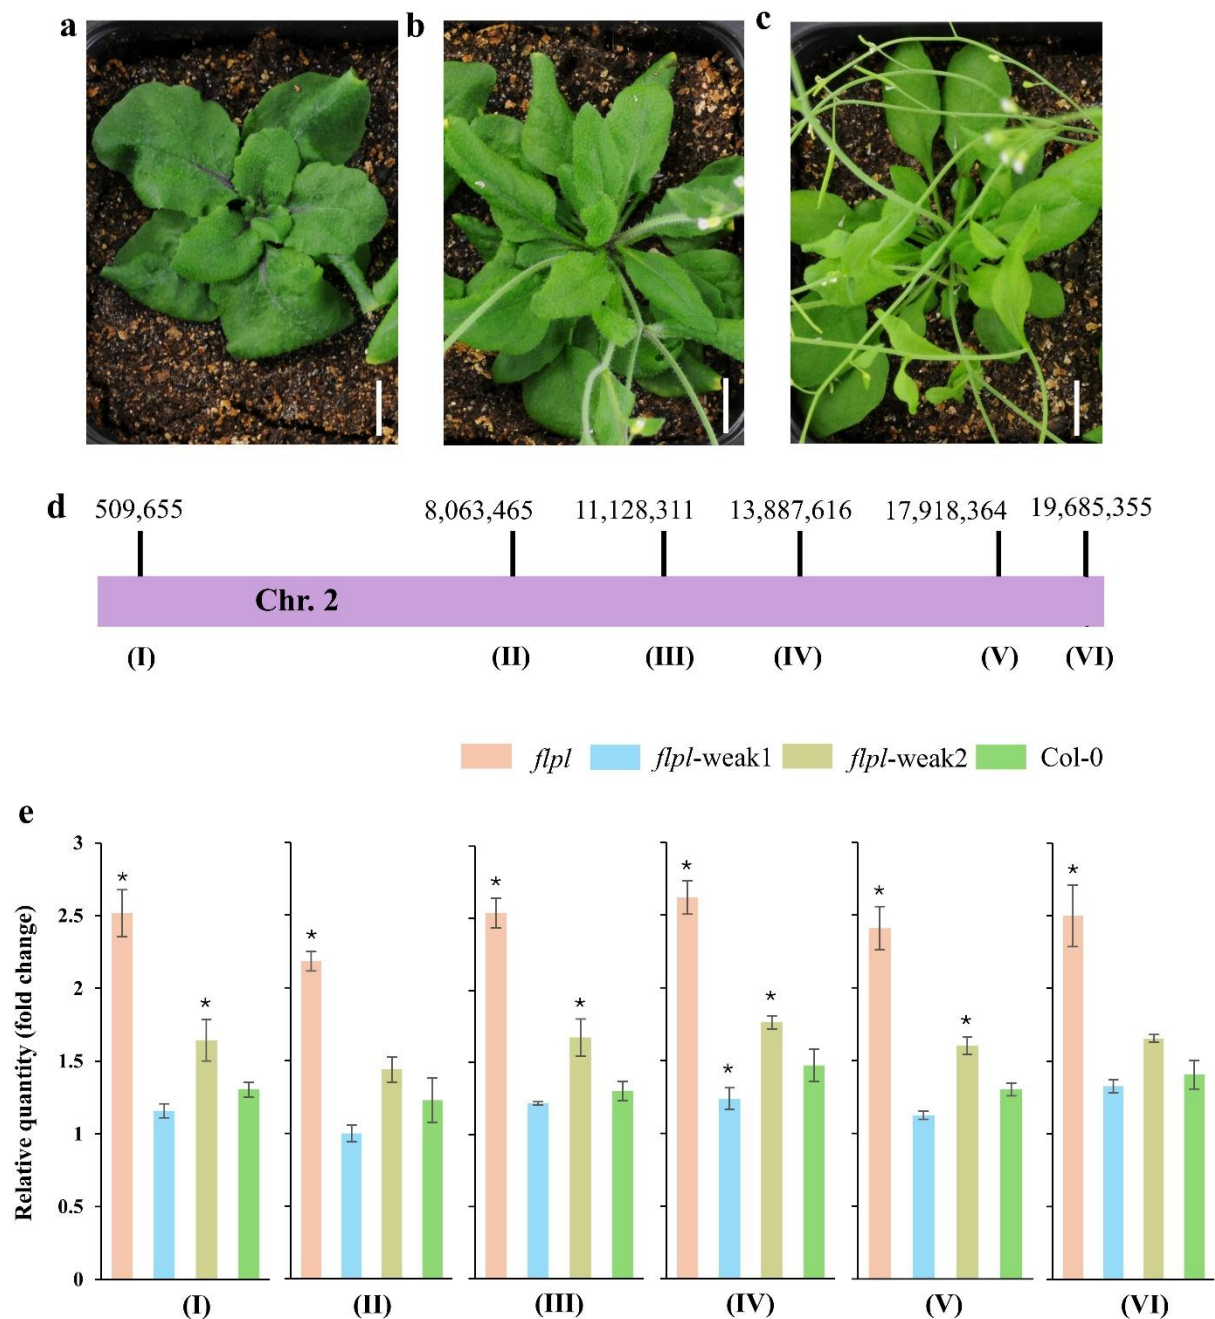

**Fig. S4**

The *flpl1* possesses an increased Chr. 2 quantity compared to *flpl1-weak* plants. (a) *flpl1*, (b) a representative *flpl1* weak (*flpl1-weak*) and (c) WT plants (photos were taken around 40 days after germination and Bars = 1cm). (d) Visualization of the positions of the quantitative PCR forward primer binding sites on Chr. 2. The size and the positions (in bp) of the chromosome fragment are proportional to the actual nucleotide sizes with respect to the reference genome (Col-0) coordinates. The primer sequences and position information are in Table S5. (e) The relative quantity of each amplicon (I - VI) in *flpl1*, two *flpl1-weak* mutants and WT. Bars

represent means  $\pm$  standard deviation ( $n = 3$  technical replicates). Statistical differences were determined by one-way ANOVA with Dunnett's test comparing each mutant to WT. ( $*p < 0.05$ ).

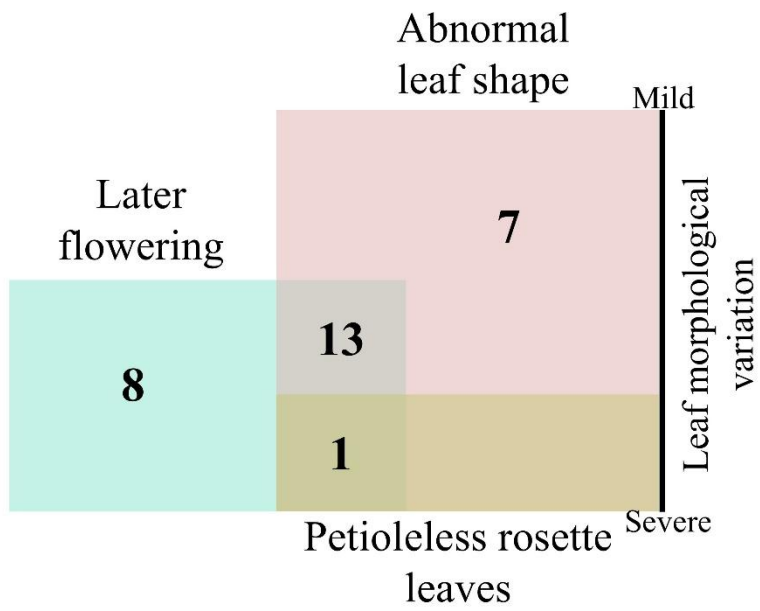

**Fig. S5**

The phenotypic characters and the number of plants observed in F<sub>2</sub> population.

**Table S1:** The trichome density between *flp11* mutants and WT. An area of 2mm<sup>2</sup> on the leaf blades was used for counting trichomes.

| Position number  | Total number of trichomes in <i>flp11</i> | Total number of trichomes in WT |
|------------------|-------------------------------------------|---------------------------------|
| 1                | 10                                        | 9                               |
| 2                | 9                                         | 9                               |
| 3                | 9                                         | 8                               |
| 4                | 8                                         | 9                               |
| Trichome density | $9 \pm 0.71$                              | $8.75 \pm 0.43$                 |

**Table S2:** The number of *flp11* (positive) mutants (later flowering, crumpled, large and petioleless rosette leaves containing plants) in each generation.

| Generation     | Total number of plants | Number of <i>flp11</i> mutants | % of <i>flp11</i> mutants |
|----------------|------------------------|--------------------------------|---------------------------|
| M <sub>3</sub> | 30                     | 1                              | 3.3                       |
| M <sub>4</sub> | 33                     | 3                              | 9.0                       |
| M <sub>5</sub> | 40                     | 10                             | 25.0                      |
| M <sub>7</sub> | 19                     | 7                              | 36.8                      |

**Table S3:** Whole genome sequence analysis results of *flp11* mutant.

| Chromosome 1 | Position 1 | Genetic homogeneity | Chromosome 2 | Position 2 | Genetic homogeneity | Reference | Mutated base | Type of mutation | Effect type for gene | Gene ID affected by position 1 | Gene ID affected by position 2 | Mutation ID |
|--------------|------------|---------------------|--------------|------------|---------------------|-----------|--------------|------------------|----------------------|--------------------------------|--------------------------------|-------------|
| 1            | 1,279,595  | HOM                 |              |            |                     | C         | A            | SNP              | missense_variant     | AT1G04610                      |                                |             |
| 1            | 3,150,930  | HOM                 |              |            |                     | G         | A            | SNP              | synonymous_variant   | AT1G09730                      |                                |             |
| 1            | 7,285,221  | HET                 |              |            |                     | C         | A            | SNP              |                      |                                |                                |             |
| 1            | 10,085,618 | HOM                 |              |            |                     | G         | A            | SNP              |                      |                                |                                |             |
| 1            | 11,639,575 | HOM                 |              |            |                     | AT        | A            | DEL              |                      |                                |                                |             |
| 1            | 17,740,018 | HOM                 |              |            |                     | T         | C            | SNP              |                      |                                |                                |             |
| 1            | 18,557,695 | HOM                 |              |            |                     | A         | G            | SNP              |                      |                                |                                |             |
| 1            | 20,690,572 | HOM                 |              |            |                     | T         | A            | SNP              |                      |                                |                                |             |

|          |            |            |   |            |            |     |           |            |                  |            |
|----------|------------|------------|---|------------|------------|-----|-----------|------------|------------------|------------|
| <b>1</b> | 22,888,469 | <b>HOM</b> | 2 | 10,120,869 | <b>HET</b> |     | CTX       | trancation | AT2G23770        | <b>(1)</b> |
| <b>1</b> | 22,888,477 | <b>HOM</b> | 2 | 10,120,491 | <b>HET</b> |     | CTX       | trancation | AT2G23770        | <b>(2)</b> |
| <b>1</b> | 26,521,774 | HOM        |   |            |            | AT  | A         | DEL        |                  |            |
| <b>1</b> | 28,293,670 | HOM        |   |            |            | GA  | G         | DEL        |                  |            |
| <b>2</b> | 653,478    | HET        |   |            |            | T   | A         | SNP        | missense_variant | AT2G02470  |
| <b>2</b> | 653,480    | HET        |   |            |            | C   | A         | SNP        | missense_variant | AT2G02470  |
| <b>2</b> | 9,992,666  | HET        |   |            |            | TTG | T         | DEL        |                  |            |
| <b>2</b> | 10,630,044 | HET        | 2 | 10,630,167 | <b>HET</b> |     |           | ITX        |                  | <b>(3)</b> |
| <b>2</b> | 10,630,186 | HET        |   |            |            |     | 27 bp DEL | DEL        |                  |            |
| <b>2</b> | 10,958,868 | HET        |   |            |            | A   | C         | SNP        |                  |            |
| <b>2</b> | 11,263,038 | HET        |   |            |            | T   | A         | SNP        |                  |            |

|   |            |            |   |            |     |    |     |                                     |           |     |
|---|------------|------------|---|------------|-----|----|-----|-------------------------------------|-----------|-----|
| 2 | 14,154,316 | HET        |   |            | A   | T  | SNP | splice_donor_variant&intron_variant | AT2G33400 |     |
| 2 | 16,930,529 | HOM        |   |            | AC  | A  | DEL |                                     |           |     |
| 2 | 19,205,018 | HOM        |   |            | AT  | A  | DEL |                                     |           |     |
| 3 | 1,709,369  | <b>HOM</b> |   |            | C   | T  | SNP | stop_gained                         | AT3G05760 |     |
| 3 | 5,528,102  | <b>HOM</b> |   |            | C   | T  | SNP | missense_variant                    | AT3G16310 |     |
| 3 | 7,581,255  | HOM        |   |            | C   | T  | SNP |                                     |           |     |
| 3 | 11,719,665 | HET        |   |            | C   | A  | SNP |                                     |           |     |
| 3 | 11,738,017 | HET        |   |            | C   | CA | INS |                                     |           |     |
| 3 | 14,315,102 | HET        |   |            | C   | T  | SNP |                                     |           |     |
| 3 | 14,393,600 | HET        | 3 | 16,127,754 | HET |    | ITX | trancation                          | AT3G44540 | (4) |
| 3 | 14,393,875 | HET        | 3 | 16,127,768 | HET |    | ITX | trancation                          | AT3G44540 | (5) |

|   |             |            |   |           |            |     |                                      |           |     |
|---|-------------|------------|---|-----------|------------|-----|--------------------------------------|-----------|-----|
| 3 | 14,711, 314 | HET        |   | A         | G          | SNP |                                      |           |     |
| 3 | 16,235, 901 | HET        |   | TTC       | T          | DEL |                                      |           |     |
| 3 | 18,217, 794 | HET        |   | A         | T          | SNP | missense_variant                     | AT3G49142 |     |
| 3 | 19,710, 233 | HET        |   | G         | C          | SNP | splice_region_variant&intron_variant | AT3G53180 |     |
| 3 | 19,879, 576 | HET        |   | G         | T          | SNP |                                      |           |     |
| 3 | 22,702, 225 | <b>HOM</b> |   | A         | C          | SNP | missense_variant                     | AT3G61340 |     |
| 3 | 23,052, 522 | HOM        |   | A         | T          | SNP |                                      |           |     |
| 3 | 23,360, 253 | <b>HOM</b> |   |           | 138 bp DEL | DEL | frameshift_variant                   | AT3G63230 |     |
| 4 | 347,586     | HOM        |   | T         | C          | SNP |                                      |           |     |
| 4 | 2,913,481   | HOM        |   |           | 30 bp DEL  | DEL |                                      |           |     |
| 4 | 6,153,345   | HET        | 4 | 9,111,121 | HET        | ITX |                                      |           | (6) |

|   |            |            |   |                     |            |   |   |     |            |           |  |      |
|---|------------|------------|---|---------------------|------------|---|---|-----|------------|-----------|--|------|
| 4 | 6,153,351  | HET        | 4 | 9,111,129           | HET        |   |   | ITX |            |           |  | (7)  |
| 4 | 8,928,591  | HET        |   |                     |            | G | A | SNP |            |           |  |      |
| 4 | 9,298,550  | HET        |   |                     |            | G | C | SNP |            |           |  |      |
| 4 | 10,709,765 | HET        |   |                     |            | C | A | SNP |            |           |  |      |
| 4 | 11,911,295 | HOM        |   |                     |            | A | G | SNP |            |           |  |      |
| 4 | 12,724,082 | <b>HOM</b> | 3 | (repetitive region) |            |   |   | CTX | trancation | AT4G24660 |  | (8)  |
| 4 | 12,724,136 | <b>HOM</b> | 4 | 16,169,009          | <b>HET</b> |   |   | CTX | trancation | AT4G24660 |  | (9)  |
| 4 | 16,169,005 | HET        | 4 | 16,242,056          | HET        |   |   | CTX |            |           |  | (10) |
| 4 | 16,241,835 | HET        | 3 | (repetitive region) |            |   |   | CTX |            |           |  | (11) |
| 4 | 15,826,641 | HET        |   |                     |            | G | T | SNP |            |           |  |      |

|   |            |            |   |                     |    |                  |     |                    |           |  |      |
|---|------------|------------|---|---------------------|----|------------------|-----|--------------------|-----------|--|------|
| 4 | 15,826,642 | HET        |   |                     | A  | T                | SNP |                    |           |  |      |
| 4 | 16,359,953 | HET        |   |                     | GA | G                | DEL |                    |           |  |      |
| 5 | 613,920    | HET        |   |                     | C  | A                | SNP | synonymous_variant | AT5G02720 |  |      |
| 5 | 613,921    | HET        |   |                     | G  | GTTGTACA<br>CAAA | INS | frameshift_variant | AT5G02720 |  |      |
| 5 | 10,528,505 | <b>HOM</b> | 5 | (repetitive region) |    |                  | ITX |                    |           |  | (12) |
| 5 | 10,528,701 | <b>HOM</b> | 5 | (repetitive region) |    |                  | ITX |                    |           |  | (13) |
| 5 | 16,740,452 | HET        |   |                     | A  | C                | SNP |                    |           |  |      |
| 5 | 16,867,074 | HET        |   |                     | C  | CGG              | INS | frameshift_variant | AT5G42210 |  |      |
| 5 | 21,853,363 | HOM        |   |                     | CA | C                | DEL |                    |           |  |      |
| 5 | 23,199,299 | <b>HOM</b> |   |                     | C  | A                | SNP | stop_gained        | AT5G57260 |  |      |

|          |             |       |   |     |
|----------|-------------|-------|---|-----|
| <b>5</b> | 26,711, HOM | CCTAT | C | DEL |
|          | 631         | GGA   |   |     |

HOM: homozygous, HET: heterozygous, SNP: single nucleotide polymorphism, DEL: deletion, INS: insertion, ITX: intra-chromosomal translocation, CTX: inter-chromosomal translocation

**Table S4:** Whole genome sequence analysis results of *flp11-77* mutant.

| Chromosome 1 | Position 1  | Genetic homozygosity | Chromosome 2 | Position 2 | Genetic homozygosity | Reference | Mutated base | Type of mutation | Effect type for gene | Gene ID affected by position 1 | Gene ID affected by position 2 | Mutation ID |
|--------------|-------------|----------------------|--------------|------------|----------------------|-----------|--------------|------------------|----------------------|--------------------------------|--------------------------------|-------------|
| 1            | 8,764       | HET                  |              |            | C                    |           | A            | SNP              |                      |                                |                                |             |
| 1            | 3,093,370   | HET                  |              |            | C                    |           | T            | SNP              |                      |                                |                                |             |
| 1            | 3,190,735   | HET                  |              |            | T                    |           | TA           | INS              | frameshift_variant   | AT1G09820                      |                                |             |
| 1            | 3,190,736   | HET                  |              |            | G                    |           | C            | SNP              | missense_variant     | AT1G09820                      |                                |             |
| 1            | 7,925,164   | HET                  |              |            | TA                   |           | T            | DEL              |                      |                                |                                |             |
| 1            | 1,008,5618  | HET                  |              |            | G                    |           | A            | SNP              |                      |                                |                                |             |
| 1            | 1,163,9,575 | HET                  |              |            | AT                   |           | A            | DEL              |                      |                                |                                |             |
| 1            | 17,740,018  | HET                  |              |            | T                    |           | C            | SNP              |                      |                                |                                |             |
| 1            | 18,341,659  | HET                  |              |            | T                    |           | G            | SNP              |                      |                                |                                |             |

|          |                |            |   |                |            |           |           |            |        |            |     |
|----------|----------------|------------|---|----------------|------------|-----------|-----------|------------|--------|------------|-----|
| <b>1</b> | 18,55<br>7,695 | HET        |   |                | A          | G         | SNP       |            |        |            |     |
| <b>1</b> | 20,69<br>0,572 | HET        |   |                | T          | A         | SNP       |            |        |            |     |
| <b>1</b> | 22,88<br>8,469 | <b>HET</b> | 2 | 10,120,8<br>69 | <b>HET</b> |           | CTX       | trancation | AT2G23 | <b>(1)</b> | 770 |
| <b>1</b> | 22,88<br>8,477 | <b>HET</b> | 2 | 10,120,4<br>91 | <b>HET</b> |           | CTX       | trancation | AT2G23 | <b>(2)</b> | 770 |
| <b>2</b> | 8,682,<br>241  | HET        |   |                | G          | A         | SNP       |            |        |            |     |
| <b>2</b> | 10,63<br>0,044 | <b>HET</b> | 2 | 10,630,1<br>67 | <b>HET</b> |           | ITX       |            |        | <b>(3)</b> |     |
| <b>2</b> | 10,63<br>0,186 | HET        |   |                |            | 27<br>DEL | bp<br>DEL | DEL        |        |            |     |
| <b>2</b> | 11,26<br>3,038 | HET        |   |                | T          | A         | SNP       |            |        |            |     |
| <b>2</b> | 14,12<br>3,848 | HET        |   |                | T          | G         | SNP       |            |        |            |     |
| <b>2</b> | 16,93<br>0,529 | HET        |   |                | AC         | A         | DEL       |            |        |            |     |
| <b>2</b> | 19,20<br>5,018 | HET        |   |                | AT         | A         | DEL       |            |        |            |     |

|   |            |     |                                 |   |     |                  |           |
|---|------------|-----|---------------------------------|---|-----|------------------|-----------|
| 3 | 1,217,043  | HOM | G                               | C | SNP |                  |           |
| 3 | 1,709,36,9 | HOM | C                               | T | SNP | stop_gained      | AT3G05760 |
| 3 | 55,28102   | HOM | C                               | T | SNP | missense_variant | AT3G16310 |
| 3 | 7,581,255  | HOM | C                               | T | SNP |                  |           |
| 3 | 11,719,665 | HOM | C                               | A | SNP |                  |           |
| 3 | 13,723,518 | HOM | AGTTTGGCCTCATG<br>GTCTC         | A | DEL |                  |           |
| 3 | 13,723,540 | HOM | G                               | A | SNP |                  |           |
| 3 | 13,723,541 | HOM | T                               | A | SNP |                  |           |
| 3 | 13,723,542 | HOM | T                               | A | SNP |                  |           |
| 3 | 14,315,102 | HOM | C                               | T | SNP |                  |           |
| 3 | 15,186,549 | HOM | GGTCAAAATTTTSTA<br>TTGCCATACCAT | G | DEL |                  |           |

|   |                |     |     |              |     |                  |               |
|---|----------------|-----|-----|--------------|-----|------------------|---------------|
| 3 | 15,18<br>6,550 | HOM |     | 27 bp<br>DEL | DEL |                  |               |
| 3 | 16,23<br>5,901 | HOM | TTC | T            | DEL |                  |               |
| 3 | 18,21<br>7,794 | HOM | A   | T            | SNP | missense_variant | AT3G49<br>142 |
| 3 | 19,71<br>0,233 | HOM | G   | C            | SNP |                  |               |
| 3 | 22,70<br>2,225 | HOM | A   | C            | SNP | missense_variant | AT3G61<br>340 |
| 4 | 347,5<br>86    | HOM | T   | C            | SNP |                  |               |
| 4 | 2,913,<br>480  | HOM |     | 30 bp<br>DEL | DEL |                  |               |
| 4 | 8,928,<br>591  | HET | G   | A            | SNP |                  |               |
| 4 | 9,298,<br>550  | HET | G   | C            | SNP |                  |               |
| 4 | 10,70<br>9,765 | HET | C   | A            | SNP |                  |               |
| 4 | 16,35<br>9,953 | HET | GA  | G            | DEL |                  |               |

|          |            |     |          |   |     |                  |           |
|----------|------------|-----|----------|---|-----|------------------|-----------|
| <b>4</b> | 1,750,9276 | HET | G        | T | SNP | missense_variant | AT4G37190 |
| <b>5</b> | 8,489,292  | HOM | T        | C | SNP | missense_variant | AT5G24740 |
| <b>5</b> | 23,199,299 | HET | C        | A | SNP | stop_gained      | AT5G57260 |
| <b>5</b> | 26,711,631 | HET | CCTATGGA | C | DEL |                  |           |

---

HOM: homozygous, HET: heterozygous, SNP: single nucleotide polymorphism, DEL: deletion, INS: insertion, ITX: intra-chromosomal translocation, CTX: inter-chromosomal translocation

**Table S5:** DNA quantity of each peak measured by the ploidy analyzer.

| Plant               | 2C               | 4C                 | 8C                 | 16C                |
|---------------------|------------------|--------------------|--------------------|--------------------|
| Col-0               | 4,751 ± 119      | 9,078.6 ± 156.3    | 17,744.2 ± 248.6   | 34,866.3 ± 477.5   |
| <i>flpl1</i>        | 5,186.6 ± 25.7 * | 10,144.9 ± 116.7 * | 19,877.3 ± 321.4 * | 39,109.3 ± 672.6 * |
| <i>flpl1</i> /Col-0 | 1.09             | 1.12               | 1.12               | 1.12               |

Data are means ± SD ( $n \geq 3$ ). \* The significance of the difference was assessed by Student's t-test (\* $p < 0.01$ ).

**Table S6:** *A. thaliana* chromosome length and AT %

| Chromosome | Length (Mb) | AT%   |
|------------|-------------|-------|
| 1          | 30.4        | 64.13 |
| 2          | 19.7        | 64.14 |
| 3          | 23.5        | 63.67 |
| 4          | 18.6        | 63.8  |
| 5          | 27.0        | 64.07 |

The chromosome length and AT% were calculated based on the *A. thaliana* reference genome TAIR10.1

## Supplementary Text 2

Assumption: Effective DAPI signal  $\propto$  Length  $\times$  AT fraction

Approximate Chromosome contribution for DAPI signal:

Chr1:  $30.4 \times 0.641264 \approx 19.50$

Chr2:  $19.7 \times 0.641357 \approx 12.63$

Chr3:  $23.5 \times 0.636689 \approx 14.96$

Chr4:  $18.6 \times 0.637960 \approx 11.87$

Chr5:  $27.0 \times 0.640611 \approx 17.30$

Total AT-weighted 1C :  $\approx 76.26$

Total AT-weighted 2C :  $\approx 152.52$

Calculation of the increment of DNA quantity due to extra Chr. 2

Add extra Chr2 (AT-weighted): 165.15 ( $152.52 + 12.63$ )

Relative increase:  $12.63/152.52 = 0.0828$  ( $\approx 8.28\%$ )

Approximate DNA Ratio:  $165.15/152.52 = 1.0828$

Scale the DAPI 2C peak:  $4,751 \times 1.0828 = 5,145$

**The calculated additional DNA quantity in *flpl1* is approximately comparable to the estimated DNA quantity using Flow cytometry.**

**Table S7:** Primers used for quantitative PCR analysis. The primer numbers are the same as the numbers that appeared in Fig. S4.

| Primer number | Forward primer sequence<br>(5'-3') | Forward primer position | Reverse primer sequence (5'-<br>3') | Reverse primer position |
|---------------|------------------------------------|-------------------------|-------------------------------------|-------------------------|
| I             | ttttggctgacacatttatcg              | 2: 509,655              | aaggctgcttgactctccaa                | 2: 509,726              |
| II            | tggttggtcacctcat                   | 2: 8,063,465            | ttaggacggaggagagacg                 | 2: 8,063,524            |
| III           | cgttttgctaccaatgtgga               | 2: 11,128,311           | agatcatcttgccaagacca                | 2: 11,128,374           |
| IV            | catccaaagagccgaacc                 | 2: 13,887,616           | cgtctctgcatcatcgtcac                | 2: 13,887,677           |
| V             | aaaccaccaaaggagacg                 | 2: 17,918,364           | agagagagagattgaagaaacaaacc          | 2: 17,918,427           |
| VI            | ccaacggagggaactgtct                | 2: 19,685,355           | tctccttgacatcggtaca                 | 2: 19,685,414           |
| Control       | aatcatttcttctcgattccttctatttc      | 5: 24,916,469           | gacgtaattcgacatgagactatagatatt      | 5: 24,916,896           |

How the deposited data were processed for this re-analysis (not part of the article)

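Mature leaves of 3 *flpl1* plants and 3 Col-0 plants of the same age were sequenced as 6 RNA-seq libraries, 1 per plant. Groups and replicate numbers were taken from the sample labels and the paper's methods. The authors trimmed the reads, aligned them to TAIR10 and counted them on genes with HTSeq; the deposited count of each gene is the raw number of reads, without normalization. The deposited FPKM is the same count divided by the exonic gene size and the sum of the counts on genes, and 100% of the FPKM values were within 0.01 of the value computed from the counts. The version of the authors' gene annotation, the setting for overlapping genes and the use of the strand are not stated in the paper's text. The whole genome sequencing, flow cytometry and qPCR experiments were not analysed here.

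The tests had been planned for FPKM values (limma on log2(FPKM + 1)), with edgeR in their place if read counts were found. The tables held counts, so edgeR's quasi-likelihood test was the main test. The computations used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15, matplotlib 3.10.9 and BLAST 2.17.0. Library sizes were scaled by TMM, low genes were removed with filterByExpr, and 18638 of 32243 listed genes were tested. DEGs had a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 2; for the counts per chromosome the fold change was at least 1.5. Gene positions are those of the deposited tables (TAIR10), and 31545 of the gene IDs were found in the TAIR10.1 annotation. Against a group with 0 counts in each library, a fold change was given as a lower bound that sets that group at 3 counts. The bounds take the counts of the other group as they are, without their error. The intervals cover counting error only, and neither covers the spread between plants. The totals of 19465078 to 24633070 counts per library set the precision of genes with few counts, and the 3 plants per group set that of the others.

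The Chr. 2 level was computed within each library, from genes with a mean FPKM of at least 0.5, and compared by an exact permutation test. Medians were also taken on both sides of the breakpoints at 22888469 on Chr. 1 and 10120869 on Chr. 2, and in windows of 1000000 bp. Gene sets came from the GO terms in the deposited tables for the terms named in the paper; the cytoskeletal set joined the microtubule, tubulin and actin binding terms, and the transporter set the terms of single metal ions. The cytosolic ribosome and cell projection sets and the way terms were joined were not part of the plan and were added once the tables were read. The sets were tested with camera (correlation 0.01), with camera and an estimated correlation, with fry and with Fisher's exact test. The paper's own GO analysis with clusterProfiler was not run here.

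The rule for the genes named in the text and the alternatives below were fixed before the data were examined. Named were every gene of Table 2, every gene that Table S3 lists as affected by a homozygous coding change or a breakpoint, and the 5 largest rises and the 5 largest falls among DEGs separated between the groups with an FPKM of at least 5 in each library of the higher group. Lists of morning and evening clock genes, floral organ genes, shoot meristem genes and flowering genes not named in the paper were written before their values were seen, and a list of senescence markers after the senescence set had been seen. Overlapping genes were taken from the deposited positions, and near-identical copies from BLAST matches of at least 100 bp with at least 95% identity between gene sequences. *PRR9* shares 814 bp with another gene, and its value is uncertain.

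The methods were tested on simulated data. With 200 genes changed by 2 on the log2 scale, up or down, edgeR recovered 163, DESeq2 176 and limma 159, with 14, 35 and 12 false calls. Smaller changes were not simulated. With Chr. 2 raised by 0.58 on the log2 scale, edgeR gave 0.59 and the level on log2(FPKM + 1) gave 0.52.

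The alternatives were other filters, other scalings (RLE, quantile normalization, TPM, the median of the genes outside Chr. 2, nuclear genes only), DESeq2, limma on log2(FPKM) with 1, 0.1 or 0.01 added, limma without a trend or with library weights, a test against the fold change limit, the replicate number as a block, and each plant left out in turn. The library weights were fitted by an iteration that stopped before it converged. All 10 splits of the 6 libraries into 3 and 3 were tested with the main method.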

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

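Of the tests in this part, that of the chloroplast counts was chosen after the result was seen. The values below are higher in *flpl1* than in Col-0 and belong to genes the paper does not discuss.

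Of the 66 tested chloroplast genes, 34 were upregulated at least 1.5-fold and 0 downregulated. The median log2 fold change was 1.00. Chloroplast counts were rare, 0.0972% ± 0.0149 of the counts in *flpl1* and 0.0709% ± 0.0174 in Col-0 (SD, n = 3 each; exact permutation test, two-sided p = 0.2). The share within Col-0 varied by 1.31 times the difference between the groups, which is consistent with variation between libraries that is not tied to the mutant. Whether the mutant changed chloroplast RNA remains open.

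The 5 largest rises were those of *LTL1*, *GRP9*, AT1G31690, *TGG2* and AT3G16670. *LTL1* (563, 1028 and 449 counts in *flpl1*), *GRP9* (646, 695 and 542) and AT1G31690 (466, 726 and 540) had 0 counts in each Col-0 library, so they were at least 690-fold, 637-fold and 586-fold higher. *TGG2* had an FPKM of 930 ± 372 in *flpl1* and 1.16 ± 0.83 in Col-0 (SD, n = 3 each), a log2 fold change of 9.78. AT3G16670 had 869, 562 and 237 counts in *flpl1* and 2, 0 and 0 in Col-0. Its log2 fold change was 9.61, and the ratio of the summed counts was 937 (95% counting interval 259 to 7744). Without Col-0 replicate 1, which holds these 2 counts, this gene is at 0 in Col-0; in the other fits without a library the ratio was lowest without Col-0 replicate 2, at 590 (163 to 4876). Only *GRP9* lies on Chr. 2. A ratio of 1.5 in gene copies cannot give changes of this size, and each of the 5 genes was a DEG under every alternative that tested it. No gene with 95% identity over 100 bp was found for any of them, which argues against reads shared with a copy as the explanation. A difference in the age or state of the leaves was not excluded. The 9 other splits of the 6 libraries gave 0 DEGs (13 to 148 genes at an unadjusted p under 0.05 and a 2-fold change), and 1 of the 10 splits, the real one, gave as many as 6376. Each other split mixes *flpl1* and Col-0 libraries, so the difference between them adds to the spread within its groups. The splits therefore do not decide how far chance alone would go.

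Of genes in the lists written in advance, *SPL3* (log2 fold change 1.43), *AGL24* (1.80), *AG* (1.30) and *LUX* (1.23) were upregulated. The adjusted p were 0.00126, 0.000538, 0.00228 and 0.0135 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and each was higher in 3 of 3 *flpl1* plants than in every Col-0 plant. *SPL3* lies on Chr. 2, where the median of all genes was 0.55. The paper's table of floral regulators does not hold *SPL3* or *AGL24*. DESeq2 gave log2 fold changes of 1.43, 1.81, 1.31 and 1.24 for *SPL3*, *AGL24*, *AG* and *LUX*. None of the 4 overlaps another gene or has a copy with 95% identity over 100 bp, which argues against shared reads. The other alternatives and the fits without a plant were not run for them, and no biological explanation was tested.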

How the results depend on the processing

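The medians of all tested genes and of the gene sets under each setting were added after the results were seen, and no other test in this part was. Among the results run under the alternatives, none changed its direction past a threshold under any alternative. The balance of up- and downregulated genes outside Chr. 2 was not among these results. It reversed with the libraries centred on the genes outside Chr. 2. Chr. 2 had the most genes upregulated at least 1.5-fold among the 5 chromosomes in all 21 alternatives that counted them, with 986 to 1411 genes.

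Restricting the test to a mean FPKM of at least 5, which tests fewer genes, gave 2158 upregulated and 1587 downregulated DEGs. The genes upregulated at least 1.5-fold then numbered 738, 605, 389 and 647 on Chr. 1, 3, 4 and 5, and the downregulated ones 181, 639 and 728 on Chr. 2, 3 and 5. A test against the fold change limit itself, which is stricter by construction, gave 2304 upregulated and 1467 downregulated DEGs (20.2% of the tested genes) and 207, 615, 507 and 711 genes downregulated on Chr. 2, 3, 4 and 5.

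The difference in median log2 fold change between Chr. 2 and the other chromosomes, 0.65 from the counts, was 0.61 without a filter, 0.67 with the filter at an FPKM of 5 and 0.61 with DESeq2. It was 0.57 with limma on log2(FPKM + 1), with or without a trend, 0.58 after quantile normalization, 0.59 after rescaling to TPM and 0.58 with library weights. The Chr. 2 level, 0.57, was 0.64 and 0.65 with 0.1 and 0.01 added to the FPKM, 0.22 without a filter, 0.62 with the filter at 5, 0.59 after quantile normalization and 0.59 after rescaling to TPM. It did not fall below 0 in any of them; genes near 0 move little on the log2(FPKM + 1) scale, which lowers the value without a filter by construction. Settings that act on the test only have no value for this level.

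Across the fits that each left out 1 plant, upregulated DEGs numbered 3498 to 4092, downregulated DEGs 2506 to 2922, the Chr. 2 level was 0.56 to 0.57, and the difference between Chr. 2 and the other chromosomes was 0.64 to 0.67. The genes upregulated at least 1.5-fold ranged from 1214 to 1344 on Chr. 2 and from 1021 to 1250 on Chr. 1.

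The median log2 fold change beside the breakpoints was -0.15 above the Chr. 1 breakpoint and 0.58 below the Chr. 2 breakpoint with the filter at 5. With limma on log2(FPKM + 0.1) it was -0.24 and -0.28 below and above the breakpoint on Chr. 1, and 0.38 and 0.40 on Chr. 2. FPKM values without TMM move the median of all tested genes, to -0.13, -0.15 and -0.15 with 1, 0.1 and 0.01 added and to -0.22 after rescaling to TPM; with the libraries centred on the genes outside Chr. 2 it was 0.10. Relative to the median of all tested genes, 12 of the 13 gene sets kept their direction in each of the 21 settings; pollen tube ranged from -0.39 to 0.03. The mean of the median FPKM, over genes above 0 in all libraries, was 10.0 in *flpl1* and 11.3 in Col-0, since this leaves out low genes.

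With edgeR, upregulated genes made up 58.0% of the DEGs with TMM and 63.4% with the libraries centred on the genes outside Chr. 2. With limma on log2(FPKM + 1) they made up 49.0%, and 47.0% with library weights. Limma on FPKM gave 52.9% after quantile normalization and 43.5% after rescaling to TPM. Among the limma fits, the direction of the imbalance therefore depended on the scaling between libraries. The step from edgeR to limma also changes the test, so it does not show the scaling alone.

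With a correlation estimated from the libraries, camera passed 0 of the 13 gene sets (2 at an unadjusted p under 0.05), against 11 with the preset correlation and 11 with fry. The 10 splits of the 6 libraries into 3 and 3 include 2 that passed as many sets, the real one included; each other split places 2 *flpl1* libraries against 1 and keeps part of the group difference, so these counts do not decide how far chance alone would go. For DEGs, 1 of the 10 splits reached the real count, and for Chr. 2 genes changed 1.5-fold one way also 1 of 10; the 9 others gave 0 Chr. 2 genes (2 to 43 at an unadjusted p under 0.05). With 10 splits the share cannot fall under 0.1, and in the mixed splits the difference between *flpl1* and Col-0 adds to the spread within groups. The counts of DEGs and of Chr. 2 genes therefore do not decide how far chance alone would go either.

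Of the genes in Table 2, *IAA3*, *PIL1*, *AGL8* and *BOP2* lost their call in at least 1 fit without a plant. *VRN5*, *AGL15*, *GRF2*, *ARF7*, *KAN1* and *BRC1* lost it in at least 1 other setting, and none of them changed direction. A test against the 2-fold limit removed 7 of these calls.

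Replicate numbers are shared between the groups, but libraries with the same number did not deviate together (correlations 0.03, -0.12 and 0.10), so the numbers do not pair the plants. With the replicate number as a block, 3656 upregulated and 2623 downregulated DEGs were called, the Chr. 2 count was 1256, 11 gene sets passed and *IAA3* had a log2 fold change of 0.99.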

Differences from the paper's values

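The counts of DEGs and of upregulated genes per chromosome were within 1.5 times the paper's values. The paper gives 4096 upregulated and 3022 downregulated DEGs, about 30% of the transcriptome, and 1378, 1290 and 1133 genes upregulated at least 1.5-fold on Chr. 2, 1 and 5. The present counts were 3697, 2679 and 34.2% of the tested genes, and 1285, 1150 and 1024.

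The counts of DEGs per GO term in Fig. 6c were read by eye. They differ for 9 of the 13 sets. The paper's figure shows about 200 upregulated genes for cell wall biogenesis, about 130 for mitotic cell cycle and about 130 for ribosome biogenesis, against 58, 50 and 12 here. For downregulated genes it shows about 130 for leaf senescence, about 110 for response to hypoxia, about 52 for metal ion transmembrane transporter activity, about 55 for UDP-glycosyltransferase activity, about 26 for pollen tube and about 30 for cell projection, against 52, 66, 18, 12, 17 and 0 here. None of the alternatives set before the data were examined closed the gap for cell wall biogenesis (28 to 64), mitotic cell cycle (12 to 55), ribosome biogenesis (6 to 20), leaf senescence (37 to 60), metal ion transporters (9 to 24), UDP-glycosyltransferases (5 to 14) or cell projection (0 to 1). For response to hypoxia, limma on FPKM rescaled to TPM gave 75, within 1.5 times of the paper's value, and the other alternatives did not. For pollen tube, the fit without a filter gave 23, DESeq2 22 and the fit without *flpl1* replicate 3 gave 18, each within 1.5 times of the paper's value, and the other alternatives did not. The sets used here hold direct annotations from the deposited tables.

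The sets for ribosome biogenesis, mitotic cell cycle and cell projection list 35, 120 and 18 genes, fewer than the paper's figure counts, so no setting could reach its values there. The paper lists cell projection among the terms of downregulated genes, which so small a set cannot speak for or against. Here its 16 tested genes had 8 upregulated and 0 downregulated DEGs, and 1 was downregulated in each of 4 alternatives (limma on FPKM with 0.1 or 0.01 added, rescaled to TPM, or with library weights). *TFL1*, which Table 2 lists as upregulated, had too few counts to be tested in the main method; the fit without a filter and DESeq2 called it upregulated.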

Other observations

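Of the tests in this part, those of the number of Chr. 2 genes that moved, of the scaling, of mixed RNA and of the senescence stage were chosen after the result was seen, as was the list of senescence markers.

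The Chr. 2 genes were raised within each *flpl1* library, so the scaling between libraries does not explain it: the level differed by 0.57 between the groups. A few strongly counted genes do not explain it either, since 75.9% of the Chr. 2 genes lay above the median of the other chromosomes. The difference of 0.65 in log2 fold change lies near the log2 of 1.5 (0.58), which 3 copies of Chr. 2 with little compensation would give. A changed number of copies was not measured in these libraries. For the additional copy, the paper reports raised genome sequencing coverage along Chr. 2. It also reports additional DNA by flow cytometry in the mutants used for RNA. That there was little compensation is a hypothesis.

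*BRC1* had counts in Col-0 alone. *PI* had 164, 26 and 24 counts in Col-0 and 0, 1 and 0 in *flpl1*, a ratio of 190 with a 95% counting interval of 33.8 to 7557. The ratio was 67.0 (11.5 to 2698) without Col-0 replicate 1, which holds most of the counts, and without *flpl1* replicate 2 the gene is at 0 in *flpl1*. *SEP3* had 128 counts in Col-0 and 6 in *flpl1*. Floral tissue in the Col-0 samples would bring the transcripts of *AP1* and *AP3* too, but these had 5 counts over the 3 Col-0 libraries, *LFY* had 0, and *AG* was higher in *flpl1*. This argues against flowers or flower buds with organs in the leaf samples. Buds without floral organs were not tested, so these counts do not decide for *BRC1*, which the paper lists under bud and branch development. Why *BRC1*, *PI*, *SEP1* and *SEP3* were lower in *flpl1* stays open. Of the 8 floral organ genes 4 were tested, 3 of them lower and 1 higher in *flpl1*, with a median log2 fold change of -3.28.

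*GI* and *FKF1* are clock-regulated. A difference in the hour of harvest would move morning and evening clock genes apart. All 5 morning genes were lower in *flpl1*, 4 of them with an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with a median log2 fold change of -0.77. Of 7 evening genes, 5 were lower and 2 (*LUX* and *ELF3*) higher, with a median of -1.48. *ELF3* lies on Chr. 2, and its log2 fold change of 0.58 (adjusted p = 0.0515, same test) is near the Chr. 2 median of 0.55. The study had picked *GI* and *FKF1* from these libraries; without them the evening median was -0.98, and the morning median minus it was 0.21. Of the evening genes, only *LUX* was higher with an adjusted p under 0.05 (same test). With 1 time point, a shift in phase cannot be told apart from a change in expression.

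Shoot meristem genes could raise cell cycle and ribosome genes in a mixed sample, but the 6 meristem genes had 14 counts in *flpl1* and 20 in Col-0. Their counts are too few to decide how much meristem the leaves held. The rise of the cytosolic ribosome genes is not a matter of their short transcripts: the median exonic length was 857 bp, against 1572 bp over all tested genes, and 0 of 10000 random lists matched on length and mean expression reached the median of 1.39 (their highest was 0.25).

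Senescence markers other than *SAG12* (0 counts) were lower in *flpl1* in 9 of 9 tested genes, 7 of them with an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Their median log2 fold change was -2.53, and *NAC6* is also among the largest falls. This is what leaves of one age at different stages might show, and it may equally be the mutant's own effect. If stages differed among the Col-0 plants too, the library nearest to *flpl1* in the senescence set would also be nearest in the ribosome set. In the senescence set it was Col-0 replicate 1 and in the ribosome set replicate 2, but the Col-0 libraries lay between -0.72 and -0.65 there and so differed little. The stage and the genotype cannot be told apart with leaves of a single age.

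On the first principal component, which holds 85.1% of the variance, 1 library of each group lay nearer to the other group: Col-0 replicate 1 (80.5, against 114 and 109) and *flpl1* replicate 3 (-85.0, against -110 and -109). Their correlation, 0.855, was the highest between the groups. In Col-0 replicate 1, the genes upregulated in *flpl1* outside Chr. 2 lay a median of 5.21% of the way from the other Col-0 libraries to *flpl1*. Mixing at that share would leave about 2.61 (SD 1.48) genes at 0 in it, of 41 that have at least 20 counts in every *flpl1* library and 0 in the other Col-0 libraries; 18 were at 0. This argues against *flpl1* RNA at that share, and a smaller share stays open. The Chr. 2 level does not decide: mixing at that share would give 0.04, and the library was at 0.02, against a mean of -0.01 in the other Col-0 libraries and an SD of 0.01 over Col-0. What sets *flpl1* replicate 3 apart stays open, and a difference in the state of these 2 plants is an untested candidate explanation.

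Among 10 flowering genes not named in the paper, 8 were tested, 4 lower and 4 higher, with a median log2 fold change of 0.30. *TSF*, a relative of *FT*, had 0, 0 and 6 counts in *flpl1* and 42, 196 and 222 in Col-0 (log2 fold change -6.05); without *flpl1* replicate 3 it is at 0 in *flpl1*. *FLC* had 0 counts in *flpl1* and 3, 0 and 1 in Col-0.

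Of the genes that Table S3 lists as affected by a coding change or a breakpoint, AT3G05760 had a log2 fold change of -0.96 (adjusted p = 0.00054, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), AT3G16310 0.91 and AT1G09730 -0.48, each below the 2-fold limit. AT3G05760 just passed it without *flpl1* replicate 1, passed it without Col-0 replicate 2 (-1.02) and in limma on FPKM apart from quantile normalization, and AT3G16310 with the libraries centred on the genes outside Chr. 2 (1.01). *LYK4*, which the Chr. 2 breakpoint cuts, had a log2 fold change of 0.07 and changed sign without *flpl1* replicate 3 (-0.09) or Col-0 replicate 3 (-0.18). *HB22* was at -0.13, and at 0.01 without Col-0 replicate 2. *YUC3*, AT3G61340 and AT3G63230 had 0 counts in all 6 libraries, *CYP71B10* had 1 count in all of them. *FAR4* had 0, 0 and 9 counts in *flpl1* and 0, 3 and 0 in Col-0, a ratio of 3.37 with a 95% counting interval of 0.841 to 19.4. Each total comes from 1 plant, and without *flpl1* replicate 3 or Col-0 replicate 2 that group is at 0, so no direction is given.

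In the TAIR10.1 sequence Chr. 2 is 19698289 bp long, 16.5% of the nuclear chromosomes, with 64.1% A and T. One more Chr. 2 beside a diploid set gives a ratio of 1.08 by length and 1.08 weighted by A and T content.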
